# Impact of Elevated Plasma Serotonin on Global Gene Expression of Murine Megakaryocytes

**DOI:** 10.1371/journal.pone.0072580

**Published:** 2013-08-27

**Authors:** Charles P. Mercado, Stephanie Byrum, Marjorie L. Beggs, Endrit Ziu, Preeti Singh, Vinay R. Raj, Randy S. Haun, Fusun Kilic

## Abstract

**Background:**

Serotonin (5-HT) is a biogenic amine that also acts as a mitogen and a developmental signal early in rodent embryogenesis. Genetic and pharmacological disruption of 5-HT signaling causes various diseases and disorders via mediating central nervous system, cardiovascular system, and serious abnormalities on a growing embryo. Today, neither the effective modulators on 5-HT signaling pathways nor the genes affected by 5-HT signal are well known yet.

**Methodology/Principal Findings:**

In an attempt to identify the genes altered by 5-HT signaling pathways, we analyzed the global gene expression via the Illumina array platform using the mouse WG-6 v2.0 Expression BeadChip containing 45,281 probe sets representing 30,854 genes in megakaryocytes isolated from mice infused with 5-HT or saline. We identified 723 differentially expressed genes of which 706 were induced and 17 were repressed by elevated plasma 5-HT.

**Conclusions/Significance:**

Hierarchical gene clustering analysis was utilized to represent relations between groups and clusters. Using gene ontology mining tools and canonical pathway analyses, we identified multiple biological pathways that are regulated by 5-HT: (i) cytoskeletal remodeling, (ii) G-protein signaling, (iii) vesicular transport, and (iv) apoptosis and survival. Our data encompass the first extensive genome-wide based profiling in the progenitors of platelets in response to 5-HT elevation *in vivo*.

## Introduction

Serotonin (5-HT, 5-hydroxytryptamine) is a multifunctional signaling molecule that acts differently in different organ-systems, in a concentration-dependent manner. 5-HT plays roles, not only in adult life, but in development as well [1]–[8]. Recent evidence reveals that 5-HT is a growth factor, promoting cellular proliferation and neurogenesis in the primordial enteric nervous system [4]. In mature animals, 5-HT acts in various ways as a paracrine signaling molecule and as an enteric neurotransmitter that initiates peristaltic and secretory reflexes and also acts as a hormone released from the small intestine that regulates bone formation and exerts effects on glucose and lipid metabolism [5]. 5-HT interacts with innate and acquired immunoeffector cells to promote defensive or pathophysiological inflammation and within the enteric nervous system 5-HT is neuroprotective and enhances neurogenesis, effectively protecting neurons from the detrimental effects of inflammation [3]. Furthermore, 5-HT acts on the liver to enhance regeneration, and also promotes fibrosis and fat deposition [2]. During early embryogenesis 5-HT is a mitogen and plays a crucial modulator role in the function and dysfunction of the serotonergic system [6]–[9] via modulating cell division, neuronal migration, cell differentiation, and synaptogenesis through activating 5-HT receptors and downstream signal transduction pathways [6]–[9]. Maternal 5-HT is important in fetal development and 5-HT plays important roles in vascular remodeling and maintenance in the cardiovascular (CV) system.

Today, clinical studies agree that plasma 5-HT levels become elevated in a variety of pathologies including hypertension, coronary artery disease, valvular heart disease, atherothrombosis, and myocardial infarction. Reports of blood 5-HT concentrations in patients with CV diseases indicate 5-HT rises of less than two to four-fold in most chronic disorders including hypertension, diabetes, and coronary artery disease [10]–[14]. More profound 5-HT elevations averaging 10 to 16-fold higher than normal individuals have been detected during surgeries for acute coronary conditions [11], [12].

Studies provided evidence for the involvement of elevated plasma 5-HT in platelet biology at the protein level. Through binding to small GTPases or G-coupled 5-HT_2A_ receptor subtypes, 5-HT is associated in membrane trafficking of several proteins in platelets and other cells via receptor (5-HT_2A_)-dependent [15]–[18] or -independent signaling pathways [19]–[22]. 5-HT activates downstream signaling pathways that have diverse functional consequences–cytoskeletal remodeling, formation of lamellipodia and filopodia, and shape change, which are hallmarks of platelet activation [21]. 5-HT_2A_-dependent release of α-granules during platelet activation is one example for a 5-HT_2A_-dependent indirect effect of 5-HT on platelet biology [16].

Platelets are derived and released from the progenitor megakaryocyte (MK) in the bone marrow, the downstream effects of the changes in the MK genes expression levels can be directly observed at the platelet level. Although at the protein level the different roles of 5-HT have been explored and reported, neither its involvement in gene expression nor the identifications of genes which are affected by high levels of plasma 5-HT have been explored yet.

In an attempt to identify the genes altered by 5-HT signaling pathways, we utilized the mRNA derived from MKs of mice infused with 5-HT or saline. MKs are the direct progenitors of platelets in the peripheral circulation. Using microarray technology we performed genome-wide based profiling of mature and immature MKs derived from 5-HT- and saline-infused mice. In particular, bone marrow CD41-derived MKs were isolated and purified from mice infused with saline or 5-HT for 24 hours. The pattern of gene expression in both groups was compared and differentially expressed genes were identified. Following gene ontology mining and pathway analyses, we have identified novel genes and several signaling pathways that are altered by elevated levels of plasma 5-HT. Since platelets are derived and released from the progenitor MK in the bone marrow, the downstream effects of changes in the expression levels of MK genes can be observed directly on platelets. In this communication, the implications of platelet function as a predictor of changes in MK gene expression are discussed.

## Materials and Methods

### Animals and Treatments

Animal procedures were approved by the University of Arkansas for Medical Sciences Animal Care and Use Committee. Adult C57BL/6J male mice (Harlan, Indianapolis, IN), 10–12 weeks old with body weight between 25–30 grams were used in the present study. Animals were maintained in rooms at 24°C, with 40% humidity and a 12-h light/dark cycle and were provided food and water *ad libitum* until used. Osmotic pumps were implanted subcutaneously between the scapulae of mice anesthetized using isofluorane (2.5% at 1.5 L/min oxygen) [18]. Animals in the treatment group were infused with 25.8 mM 5-HT (Sigma, St. Louis, MO) using Alzet minipumps (model 1003D, Cupertino, CA) at a rate of 1.66 µg/kg/hr over 24 hours. This treatment elevates the plasma 5-HT level as verified by ELISA (Labor Diagnostika Nord, Nordhorn, Germany) [10], [18]. Mice in the control group were infused with saline over 24 hours.

### Megakaryocyte Isolation

From anesthetized mice, the femurs were dissected and marrow cells were collected in MK buffer (Ca^2+^, Mg^2+^-free phosphate-buffered saline [PBS] containing 3% bovine serum albumin [BSA], 5.5 mM D-glucose, 10.2 mM trisodium citrate, and 10 µM prostaglandin E1 [PGE1] and filtered with 90 µm nylon membranes (Fisher Scientific, Pittsburgh, PA). Bone marrow cells were pooled (n = 3–4 mice per sample) and enriched using Percoll (Sigma, St. Louis, MO) gradients. After washing, the cells were incubated with a monoclonal anti-mouse antibody directed against platelet glycoprotein IIb (CD41^+^; BD Biosciences, San Jose, CA) and suspended with immunomagnetic beads (Dynabeads, Invitrogen Corp., Carlsbad, CA) coated with sheep anti-mouse IgG antibody [23], [24]. The CD41^+^ antibody has high specificity for mature and immature MKs [25], [26] and this isolation technique yields at least 96.6% purity of MKs [27].

### RNA Processing

Immunomagnetic beads bound to MK cells were suspended in RLT lysis buffer (Qiagen Inc., Valencia, CA) and sonicated briefly. The beads were separated from the supernatant using a magnet and total RNA was isolated using an RNA isolation kit as per the manufacturer’s protocol (Qiagen Inc., Valencia, CA). Purified RNA was checked for integrity and quantified using a Pico Total RNA Bioanalyzer kit (Agilent RNA 6000 Pico Kit) and Agilent 2100 BioAnalyzer (Agilent Technologies Inc., Santa Clara, CA).

### Microarray Analysis

Biotin-cRNA was prepared from high quality total RNA samples with a TargetAmp Nano-g Biotin-aRNA labeling kit for the Illumina System (Epicentre Biotechnologies, Madison, WI). Subsequently, cRNA was hybridized to the array for 16 hours. After several wash steps, the array chip was stained with streptavidin-Cy3 and scanned using an Illumina BeadArray reader (Illumina, San Diego, CA).

### Bioinformatics

Data were analyzed using the gene expression module of Illumina Genome Studio software to assess quality of RNA and hybridization. The raw gene expression data were generated after quality control analysis. The expression intensities were median-normalized after log transformation. Genes based on a mean expression value cut-off across all samples were selected for differential gene expression analysis. Fold change (FC) above 1.5 (with p-value <0.05) was defined as differentially expressed between the two populations. The fold change in transcription expression levels were expressed as the log_2_ ratio [signal log ratio (SLR); a log_2_ ratio of 1 is equal to FC of 2]. In order to categorize the differential gene expression, hierarchical clustering was performed with average linkage and Euclidean distance metrics. All analyses were conducted using the R statistical environment [28]. Gene ontology mining and pathway analyses were carried out using MetaCore software (GeneGo, Inc., St. Joseph, MI). The microarray data have been submitted to the GEO repository (GSE37273).

### Platelet preparation

Blood was extracted by cardiac puncture from anesthetized mice using a syringe with a 19-gauge needle in the presence of the anticoagulant sodium citrate (3.8% v/v). Platelets were buffered with Ca^2+^-free Tyrode-HEPES (134 mM NaCl, 0.34 mM Na_2_HPO_4_, 2.9 mM KCl, 12 mM NaHCO_3_, 20 mM HEPES, 5 mM glucose, 1 mM MgCl_2_, pH 7.3) at a ratio of 2:1. Blood was centrifuged at 200 *g*, 20°C for 10 min to pellet the platelets. Platelets were counted using a Hemavet 950 (Drew Scientific, Waterbury, CT) and normalized accordingly [10], [18]. Where necessary, platelets were separated from the blood plasma via centrifugation at 1000 *g* for 10 min and resuspended in Ca^2+^-free Tyrode-HEPES or PBS. 5-HT infusion was confirmed by quantifying the amount of 5-HT in platelets and plasma by competitive ELISA techniques [18].

### FACS analysis

For flow cytometric analysis, 2.5×10^7^ platelets were processed for each staining at room temperature. Cells were blocked with PBS containing 1% BSA for 30 min before being incubated with primary antibodies for 30 min, followed by corresponding secondary antibodies for 30 min. Either secondary antibody alone or Alexa Fluor/FITC-conjugated isotype matched antibodies were used as controls. The tubes were rotated in the dark for 30 min. Four hundred microliters of 1% formaldehyde was added to stop the reaction and the samples were analyzed using a flow cytometer (FACS Calibur, Becton-Dickson, San Jose, CA) at the University of Arkansas for Medical Sciences Microbiology and Immunology Flow Cytometry Core Laboratory [18]. Fifty thousand events gated based on their forward and side scatter profiles were analyzed. Mean fluorescence intensity (MFI) was also recorded. Flowjo 7.2.5 software (Tree Star, Inc., Ashland, OR) was used to analyze the results. FACS analysis was performed at least 3 times for each marker [18].

### 5-HT secretion of permeabilized platelets

Washed platelets isolated from saline- and 5-HT-treated mice were permeabilized following a modified protocol previously described by Shirakawa *et al.* [16]. Briefly, platelets were resuspended in EGTA buffer (145 mM NaCl, 5 mM KCl, 1 mM MgCl_2_, 10 mM HEPES, pH 7.4, 10 mM glucose, 2 mM EGTA) then incubated with 2 nM 5-HT/PBSCM (PBS plus 0.1 mM Ca and 0.1 mM Mg) for 30 min. Platelets were pelleted by centrifugation and resuspended in pre-warmed buffer A (4 mg/mL BSA, 5 mM ATP, 8 mM creatine phosphate, 50 µg/mL creatine phosphokinase) and immediately transferred to a 30°C thermo block. Streptolysin-O (SLO, 0.6 µg/ml) was added to form pores in the plasma membrane. Stimulation buffer (50 mM HEPES/KOH pH 7.4, 78 mM KCl, 4 mM MgCl_2_, 2 mM EGTA, 20 mM CaCl_2_) was added to the samples followed by addition of stop buffer (ice-cold buffer A). 5-HT in the supernatant was collected by centrifugation at 5000 *g* for 5 min. One mL of *o*-Phaldialdehyde (Sigma St. Louis P1378 0.5% W/V) was prepared and added to 250 mL of supernatant and allowed to react with 5-HT for 10 min at 95°C. After centrifugation and several wash steps with chloroform, samples were excited at 355 nm and emission at wavelength 475 nm was recorded [29]. Statistical analysis was conducted using Student’s *t*-test.

### Data analysis

Nonlinear regression fits of experimental and calculated data were performed using Origin software, which uses the Marquardt-Levenberg non-linear least squares curve fitting algorithm. Each figure shows a representative experiment that was performed at least three times. The statistical analyses given in the Results section is from multiple experiments. Data with error bars are represented as mean ± SEM for triplicate samples. Data were analyzed by ANOVA (analysis of variance) to compare data sets and two-sided t-tests based on the ANOVA mean squared error.

## Results

### Murine models of 5-HT infusion

At the end of 24-hour of mini pump insertion, platelets were counted in blood samples from both models, saline and 5-HT-infused mice and indicated that 5-HT infusion did not change the number of circulating platelets. The 5-HT concentrations in plasma were determined by ELISA [10], [18]. The plasma 5-HT levels were found to be 0.85±0.04 ng/µl of blood for saline-infused animals (n = 15) and 2.74±0.37 ng/µl of blood for 5-HT-infused animals (n =  15). The plasma 5-HT levels differed markedly between the two animal groups. 5-HT-infused mice showed a 3.2–fold increase in plasma 5-HT concentration.

### RNA isolation techniques

From saline- and 5-HT-treated mice, bone marrow cells were isolated from femoral bones and megakaryocytes were subsequently isolated following an established immunomagnetic technique [23], [24], [26]. A CD41^+^ monoclonal antibody, which is highly specific for mature and immature MKs, was utilized during the purification method [25], [26].

Quality control steps were carried out to ensure that high quality RNA was used for microarray and qRT-PCR analysis. Using an Agilent RNA 6000 Pico Assay and 2100 BioAnalyzer, isolated total RNA was analyzed. The RNA integrity number (RIN) was in the range of 7-9, indicating its high quality [30]. Assessment of amplification and labeling was performed by examining each sample with an Agilent RNA 6000 Nano kit. Genome-wide expression analyses of saline- and 5-HT-treated MKs were performed using MouseRef-8 v2 Expression Bead Chips and scanned with an iScan (Illumina, San Diego, CA). Data preprocessing included log transformation and median normalization. From a total of four pooled samples in each treatment group, one control sample was eliminated after determining it was an outlier.

### Gene expression analysis

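Marrow cells isolated with an antibody to platelet glycoprotein IIb (CD41) were compared between mice infused for 24 h with saline or with 5-HT. The 5-HT pumps were filled at 25.8 mM. The paper describes the cells as mature and immature megakaryocytes (MKs). MKs here names the isolated cells as a whole, and transcripts of granulocytes were abundant in every sample, with Mpo at 14.46 to 15.07 on the log2 scale. Each sample pooled the marrow of 3 to 4 mice and was hybridized to 1 Illumina mouse array. The deposited values cover 3 saline and 4 5-HT samples; the control sample that the authors removed as an outlier is not among them. The values are log2 signals of 45281 probes, shifted by the authors so that every array has the same median over all probes, 6.68. This shift left the spread of the arrays as it was, and the SD of the signals over all probes ranged from 0.96 in saline replicate 2 to 1.33 in 5-HT replicate 1. A single gene symbol was listed for 34885 probes, which represent 19057 genes. The probe with the highest mean signal stood for each gene, and the 5404 genes with the highest mean, 7.51 or more, were compared between the groups with limma; 5404 is the number of genes that the paper calls expressed. The p-values were adjusted with the Benjamini-Hochberg method over these genes. The standard errors given with log2 fold changes are moderated by limma, which pulls the variance of each gene toward a common value. They can thus be larger or smaller than the SDs of a gene would give. Another deposited table, of signals before normalization with their detection p-values, heads its 14 value columns with names that match no sample, so it was not used. The number of arrays limits the precision: with 3 against 4, the smallest p that an exact permutation test can give is 0.0286.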

We profiled the global gene expression of megakaryocyte-derived RNA from saline- and 5-HT-infused mice with the Illumina array platform using the mouse WG-6 v2.0 Expression BeadChip containing 45,281 probe sets representing 30,854 genes. The differentially expressed genes between the two groups were determined using a Bayes moderated *t*-test and implemented using the R language [28]. We have identified 5,404 genes expressed in both groups and 723 differentially expressed genes (FC>1.5 and p-value <0.05) of which 706 genes were induced and 17 genes were repressed by elevated plasma 5-HT levels.

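Prg2, which encodes the major basic protein of eosinophil granules, was 9.53 ± 0.70 (SD, n = 3) on the log2 scale in the MKs of saline-infused mice and 12.01 ± 1.59 (SD, n = 4) in those of 5-HT-infused mice, a log2 fold change of 2.48 (standard error 0.58, adjusted p = 0.562 from limma). Its signal was 14.02 in 5-HT replicate 1 and 12.56 in 5-HT replicate 4, against 10.72 and 10.75 in the other 5-HT samples. Mmp9, a gelatinase of neutrophil granules, had a log2 fold change of 1.35 (standard error 0.44) and Capg, an actin-capping protein, 1.27 (standard error 0.41). At a fold change above 1.5 and an unadjusted p under 0.05 in limma, 310 genes had higher and 1 gene had lower signals after 5-HT. At an adjusted p under 0.05, limma called 0 genes, and 311 had an unadjusted p under 0.05. The median log2 fold change of all tested genes was 0.42, and the gene groups reported for this experiment are compared with it. This median was 0.65 without saline replicate 1, 0.26 without saline replicate 2, 0.27 without 5-HT replicate 1, 0.05 after quantile and 0.02 after cyclic loess normalization. After quantile normalization, which gives all arrays the same distribution of signals, 52 genes were higher and 100 lower at the same thresholds. In 341 genes every 5-HT sample lay above every saline sample and in 7 genes below, together 6.44% of the genes, where chance gives 5.71%. The count of 311 became 1489 without saline replicate 1, 54 without saline replicate 2, 61 without saline replicate 3, 156 without 5-HT replicate 1, 1687 without 5-HT replicate 2, 69 without 5-HT replicate 3 and 187 without 5-HT replicate 4. The count at an adjusted p under 0.05 became 77 without saline replicate 1, and 1 without saline replicate 3 or without 5-HT replicate 3. In the fits without a saline sample, limma gave the genes 1 common standard error. It was 0.435 without saline replicate 1, 0.500 without saline replicate 2 and 0.519 without saline replicate 3. The counts of these fits therefore follow the fold change and not the spread of each gene.

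**Figure D1:**
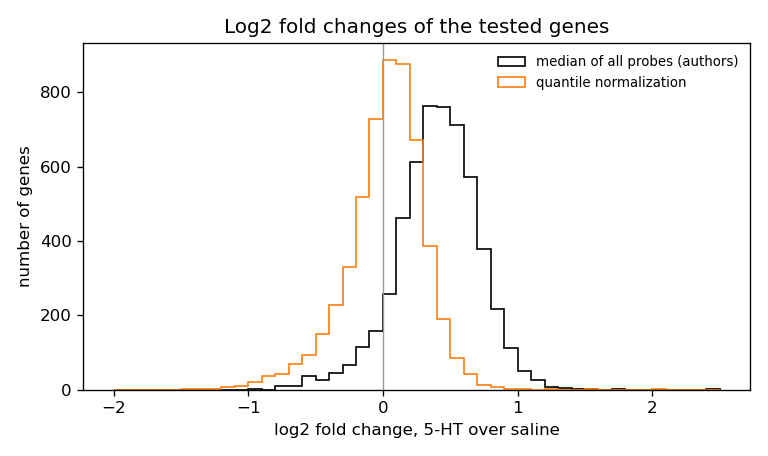
Histogram of the log2 fold changes, 5-HT over saline, of the 5404 tested genes, with the number of genes on the vertical axis, for the values scaled to the median of all probes and for the quantile-normalized values. With the authors' scaling the distribution is centered at 0.42.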

### Differentially expressed genes

GO mining functional analysis of differentially expressed genes (FC>1.5 and p-value <0.05) was carried out by uploading the lists of genes that were increased (n = 706) and decreased (n = 17) into MetaCore software. Based on GO annotations, as shown in Table 1, most of the up-regulated genes belong to multiple functional categories that reflect a change in metabolic and molecular processes in different cellular compartments as an effect of 5-HT treatment. Among these include catabolic processes (4.7% of transcripts), cellular (3.7%) and organelle organization (4.4%), protein binding (3.2%), and catalytic activity (3.1%). 

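Among 30 measured genes of oxidoreductase and antioxidant enzymes, Gpx3 and Gstm1 had the largest log2 fold changes. Gpx3, a secreted glutathione peroxidase, was 8.46 ± 0.43 (SD, n = 3) in saline MKs and 9.45 ± 0.63 (SD, n = 4) in 5-HT MKs, a log2 fold change of 0.98 (standard error 0.40, adjusted p = 0.562 from limma). Gstm1, a glutathione S-transferase, was 10.24 ± 0.66 (SD, n = 3) and 11.15 ± 0.71 (SD, n = 4), a log2 fold change of 0.92 (standard error 0.43), and its signal in saline replicate 1, 10.99, lay above that in 5-HT replicate 2, 10.42. Both were past a fold change of 1.5 and an unadjusted p under 0.05, and the other 28 genes were not. Of the 30 genes, 0 passed an adjusted p under 0.05 in limma, adjusted over all genes or adjusted over the list alone. The median log2 fold change of the list was 0.32, with 12 genes above the median of all genes, and it was -0.10 after quantile normalization. In limma's camera test, which compares a list with the other tested genes, the list had an adjusted p of 0.775.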

Interestingly, there was a high increase of transcripts involved in oxidoreductase activity (5.1%). This possibly reflects highly active metabolic pathways especially in mitochondrial processes (5.5%) and vesicle-mediated transport (5.2%), indicating highly active trafficking between endosomes and plasma membrane. 

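The 69 measured subunits and assembly factors of oxidative phosphorylation had a median log2 fold change of 0.32. Ndufa8, a subunit of complex I, was 10.78 ± 0.22 (SD, n = 3) in saline MKs and 11.52 ± 0.37 (SD, n = 4) in 5-HT MKs, with 10.98 in 5-HT replicate 2 and 11.03 in saline replicate 1. Uqcrc1, of complex III, was higher in every 5-HT sample than in every saline sample, with a log2 fold change of 0.65 (standard error 0.36). The 44 proteins of the mitochondrial ribosome, among them Mrpl49 (log2 fold change 0.81, standard error 0.43) and Mrpl3 (0.64, standard error 0.39), had a median of 0.37. The 20 genes of the tricarboxylic acid cycle had a median of 0.55, with Idh3g, a subunit of isocitrate dehydrogenase, at 0.73 (standard error 0.38) and Dlst at 0.66 (standard error 0.42). In these 3 lists, 0 genes passed an adjusted p under 0.05 in limma, adjusted over all genes or adjusted over the list alone, and 0 had a fold change above 1.5 with an unadjusted p under 0.05. Glycolysis, outside the mitochondrion, had a median of 0.61 over 13 genes, and 3 of them were past both unadjusted thresholds: Pkm, a pyruvate kinase (1.13, standard error 0.40), the glucose transporter Slc2a3 (0.90, standard error 0.42) and Hk3, a hexokinase (0.86, standard error 0.37). The value of Pkm is that of the brighter of its 2 named probes, and the other had a log2 fold change of -0.39. Of the 4 lists, glycolysis alone differed from the other genes in camera, with higher values (adjusted p = 0.0472; adjusted p = 0.997 with an estimated correlation), while oxidative phosphorylation had 0.584, the mitochondrial ribosome 0.885 and the tricarboxylic acid cycle 0.703. The glycolysis call was lost when any single sample but 5-HT replicate 3 was left out (adjusted p from 0.0577 without 5-HT replicate 1 to 0.176 without saline replicate 1), after quantile normalization (0.109, with a median of 0.19) or cyclic loess (0.151), and with array weights (0.194), the replicate block (0.122) or normexp background correction, chosen after the data were seen (0.160). Oxidative phosphorylation was lower than the other genes without saline replicate 1 (adjusted p = 7.82e-05), without 5-HT replicate 2 (adjusted p = 0.0411), with array weights (adjusted p = 3.99e-04) and after cyclic loess (adjusted p = 0.00165) or quantile normalization (adjusted p = 0.00492), and higher when dim genes were kept (adjusted p = 2.25e-06). After quantile normalization its median was -0.13 and that of the mitochondrial ribosome -0.07; with an estimated correlation the adjusted p of oxidative phosphorylation over all samples was 0.997.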

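Rab3d, a GTPase of secretory granules, was 9.80 ± 0.16 (SD, n = 3) in saline MKs and 10.97 ± 0.62 (SD, n = 4) in 5-HT MKs, a log2 fold change of 1.17 (standard error 0.39, adjusted p = 0.562 from limma). Rab5c, a GTPase of early endosomes, was 10.67 ± 0.46 (SD, n = 3) and 11.65 ± 0.46 (SD, n = 4), a log2 fold change of 0.99 (standard error 0.39). For both genes every 5-HT sample lay above every saline sample. Rab4b had a log2 fold change of 0.78 (standard error 0.42), with 9.19 in saline replicate 1 and 8.58 in 5-HT replicate 2. Of 30 measured Rab GTPases and their regulators, 4 were past a fold change of 1.5 and an unadjusted p under 0.05 (Rab3d, Rab5c, Rab35 and Rabac1), and 26 were not. In limma, 0 passed an adjusted p under 0.05, over all genes or adjusted over the list alone. The median log2 fold change of the list was 0.53, and 0.12 after quantile normalization; its adjusted p in camera was 0.628.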

GTPase activity (6%) was also prominently increased, which is also involved in endosomal transport.

**Table 1:** Gene Ontology Mining Tool functional analysis.

GO functionalCategory	Percentage of mapped transcripts	No. of transcripts represented on the array that map to the GO category
**Up-regulated genes with 5-HT treatment**		
**Biologic Process**		
Small molecule metabolic process	4.5	2500
Catabolic process	4.7	1947
Cellular component organization	3.7	4398
Organelle organization	4.4	2090
**Cellular component**		
Cytoplasmic part	3.7	6852
Intracellular organelle	3.1	11173
Mitochondrial part	5.6	806
Vesicle-mediated transport	5.3	983
**Molecular function**		
Protein binding	3.2	8753
Catalytic activity	3.1	5980
Oxidoreductase activity	5.1	842
GTPase activity	6.0	251
**Down-regulated genes with 5-HT treatment**		
**Biologic Process**		
Nucleic acid metabolic process	0.061	4896
Cellular nitrogen compound metabolic process	0.056	5386
Cellular biosynthetic process	0.066	4525
**Cellular component**		
Cytoplasm	0.028	10700
Nucleus	0.032	6206
Intracellular organelle	0.027	11173
**Molecular function**		
Protein binding	0.023	8753

Gene list created using genes FC>1.5 and p-values≤0.05 relative to saline-infused MK pop.

On the other hand, the down-regulated genes (n = 17) were related to nucleic acid (0.06%) and cellular biosynthetic processes (0.07%), which were mainly involved in (L)-alanine, (L)-cysteine, and (L)-methionine metabolism. 

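The gene past a fold change of 1.5 and an unadjusted p under 0.05 with lower signals after 5-HT was Gm10125, a predicted gene, named here after its values were seen. It was 10.84 ± 1.07 (SD, n = 3) in saline MKs and 9.93 ± 0.25 (SD, n = 4) in 5-HT MKs, a log2 fold change of -0.91 (standard error 0.43, adjusted p = 0.562 from limma), with 12.07 in saline replicate 1 and 10.38 and 10.08 in the other saline samples. Of 12 measured genes of alanine, cysteine and methionine metabolism, all had log2 fold changes above 0, led by Got2, a mitochondrial aspartate aminotransferase (0.62, standard error 0.40), and Ahcyl1 (0.58, standard error 0.41). The median of all genes, 0.42, was exceeded by 6 of the 12. Among genes of nucleic acid metabolism, 44 spliceosome and RNA-processing genes had a median log2 fold change of 0.35, with Sf3b2 at 0.77 (standard error 0.44) and Prpf6 at 0.75 (standard error 0.41). The 34 cytosolic ribosomal proteins had a median of 0.21, with Rpl22 at 0.76 (standard error 0.41) and Rpl19 at 0.65 (standard error 0.36), and 5 of them lay above the median of all genes. The replacement histones H3f3a and H3f3b, the only histone genes listed, had log2 fold changes of 0.42 (standard error 0.42) and 0.50 (standard error 0.40). No gene of the amino acid, spliceosome and ribosomal lists passed an adjusted p under 0.05 in limma, over all genes or adjusted over the list alone, and 0 had a fold change above 1.5 with an unadjusted p under 0.05. In camera, ribosomal proteins were lower than the other genes (adjusted p = 0.0445; adjusted p = 0.997 with an estimated correlation); the amino acid list (0.775) and the spliceosome list (0.0612) did not pass. The ribosomal call was lost without saline replicate 2 (adjusted p = 0.797), saline replicate 3 (0.796), 5-HT replicate 1 (0.382) or 5-HT replicate 3 (0.618), after quantile normalization (0.0639), with the mean of the probes of a gene (0.0730) and, a choice made after the data were seen, when scaled to the median of the tested genes (0.0979), and these proteins were higher than the other genes when dim genes were kept (adjusted p = 0.00378). The spliceosome list was lower than the other genes without saline replicate 2 (adjusted p = 0.00274), without 5-HT replicate 4 (adjusted p = 0.00716), with the replicate block (adjusted p = 0.00621), after quantile (adjusted p = 0.00163) or cyclic loess normalization (adjusted p = 0.00182) and with normexp background correction, chosen after the data were seen (adjusted p = 0.0285); with an estimated correlation its adjusted p over all samples was 0.997. After quantile normalization the medians of the ribosomal, spliceosome and amino acid lists were -0.11, -0.09 and 0.02.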

The inhibitory effects of 5-HT in MK cells were not as pronounced as its stimulatory effects, which can be explained by the fact that MKs harbor the 5-HT_2A_ receptor subtype like platelets [31], where it plays roles in stimulation and regulation of megakaryopoiesis [32]. As a whole, the induction of these cellular processes reflects a highly metabolic state during proplatelet formation. Consistent with what is currently known about 5-HT, it appears that its role in MKs is mainly induction of cellular and molecular process.

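The 5-HT2A receptor gene Htr2a had a log2 signal of 6.62 ± 0.03 (SD, n = 3) in saline MKs and 6.71 ± 0.12 (SD, n = 4) in 5-HT MKs. Both are near the median of all probes and below the signal of the tested genes, so its expression could not be compared at this signal. The serotonin transporter gene Slc6a4, at 7.08 and 7.27, was also below that limit. Of 27 listed genes of serotonin receptors and handling, the transglutaminases F13a1 (log2 fold change 0.08, standard error 0.60) and Tgm2 (0.34, standard error 0.48) were tested, and neither passed an adjusted p under 0.05 in limma; in both, saline replicate 1 was the highest saline sample, at 11.48 and 9.00. The median signal of the tested genes was 9.00, 8.16 and 8.33 in the saline samples and 9.44, 8.28, 8.97 and 9.04 in the 5-HT samples, so that saline replicate 1 lay among the higher and 5-HT replicate 2 among the lower arrays. The group means of these medians, 8.50 ± 0.44 (SD, n = 3) and 8.93 ± 0.48 (SD, n = 4), differed by less than the spread within the groups (two-sided exact permutation test, p = 0.286). After cyclic loess normalization, 35 genes were higher and 116 lower at a fold change above 1.5 and an unadjusted p under 0.05. The paper explains the weaker inhibitory effects of 5-HT by the 5-HT2A receptor, which MKs share with platelets, and proposes that 5-HT acts in these cells mainly by inducing cellular and molecular processes.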

### Hierarchical gene clustering analysis

Using average linkage and Euclidean distance metrics, relations between groups and clusters were represented in a heat map. Unsupervised nearest-neighbor hierarchical clustering identified differences in the transcriptome of saline- and 5-HT-infused MK populations. Genes with FC>2 and p<0.001, which consist of 227 up-regulated and 6 down-regulated genes, were analyzed and compared between the two treatment groups (Figure 1). This revealed distinct expression patterns that highlights the stimulatory effect of 5-HT in the global gene expression of MKs.

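At a fold change above 2 and an unadjusted p under 0.001 in limma, 2 genes had higher signals after 5-HT and 0 had lower signals. They were Prg2 and Chil1, a chitinase-like protein of neutrophil granules, named here after their values were seen. Chil1 was 11.20 ± 0.40 (SD, n = 3) in saline MKs and 12.75 ± 0.63 (SD, n = 4) in 5-HT MKs, a log2 fold change of 1.55 (standard error 0.40, adjusted p = 0.562 from limma). Across all tested genes, average-linkage clustering with Euclidean distance first parted saline replicate 1 and 5-HT replicates 1, 3 and 4 from saline replicates 2 and 3 and 5-HT replicate 2. The same split was found with 1 minus the Pearson correlation as distance, and after quantile normalization. The 2 genes Prg2 and Chil1 alone parted 5-HT replicates 1 and 4 from the other arrays. Across genes, which are not independent replicates, Pearson's r of saline replicate 1 was 0.884 and 0.891 with the other saline samples and 0.943, 0.916 and 0.943 with 5-HT replicates 1, 3 and 4. For 5-HT replicate 2, r was 0.976 and 0.975 with saline replicates 2 and 3, and 0.922 to 0.946 with the other 5-HT samples. The first principal component held 72.3% of the variance. The count of 2 genes became 91 without saline replicate 1, 18 without 5-HT replicate 2, 3 without 5-HT replicate 4, 1 without saline replicate 3 and 0 without 5-HT replicate 1.

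**Figure D2:**
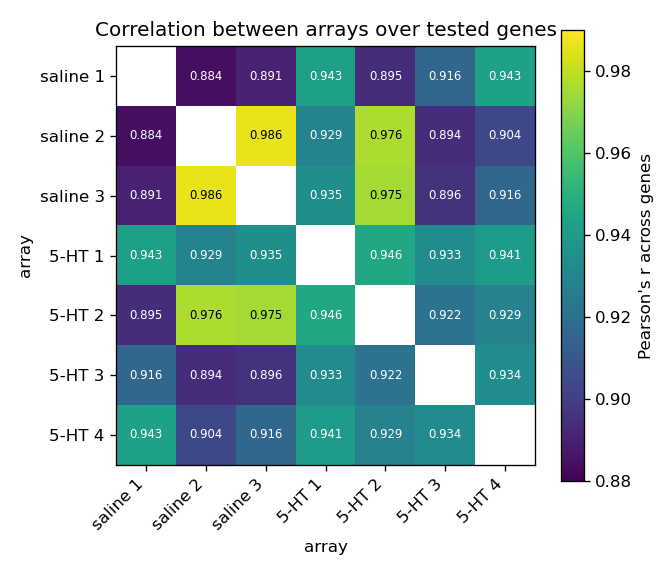
Pearson's r across the 5404 tested genes between each pair of arrays, as colors and numbers, with arrays on both axes. 5-HT replicate 2 has its highest values, 0.976 and 0.975, with saline replicates 2 and 3.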

**Figure 1:**
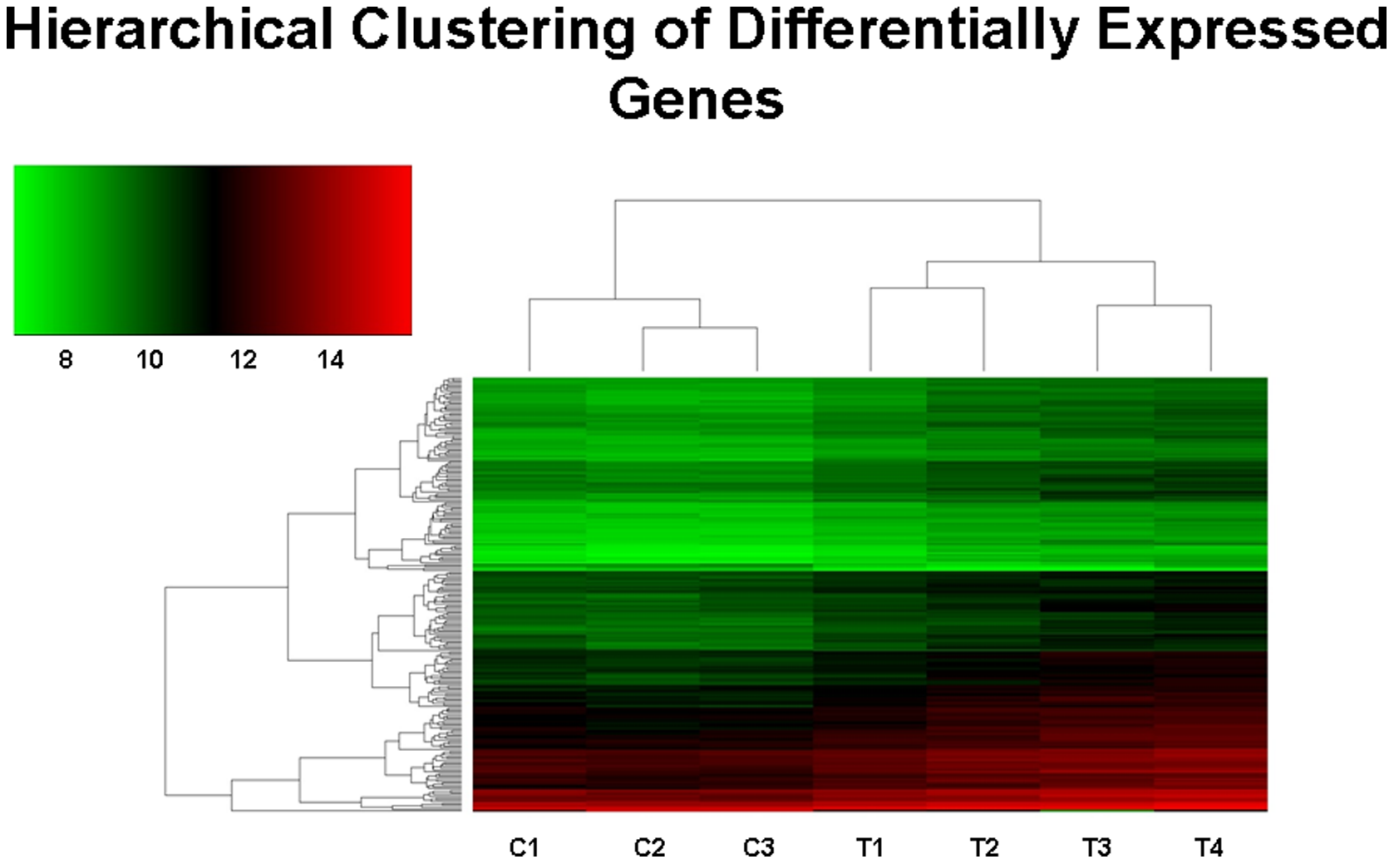
Hierarchical clustering analysis of genes differentially expressed under elevated 5-HT conditions in MK cells. The expression pattern of 233 genes whose expression was changed significantly (FC>2, p<0.001) in saline (n = 3, denoted as C1–C3) and 5-HT-treated (n = 4, denoted as T1–T4) samples are shown. The data were clustered using the standard hierarchical method with average linkage and using the Pearson correlation to determine the distance function. The normalized expression index for each gene (rows) in each sample (columns) is indicated by a color code (see Expression index bar at top left of figure). The genes shown represent the genes that were up-regulated (red) and down-regulated (green) in the sample sets. Samples with similar patterns of expression of the genes studied will cluster together, as indicated by the dendogram.

### Functional categorization of differentially expressed genes

To understand the biological significance of elevated plasma 5-HT levels on gene expression in MKs, differentially expressed genes were broadly grouped into functional categories. 

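Gnai2, the alpha subunit of an inhibitory G protein, was 12.22 ± 0.48 (SD, n = 3) in saline MKs and 13.34 ± 0.67 (SD, n = 4) in 5-HT MKs, a log2 fold change of 1.12 (standard error 0.41, adjusted p = 0.562 from limma). Gnb2, a G-protein beta subunit, had a log2 fold change of 0.85 (standard error 0.38) and Mapk13, a p38 kinase, 0.73 (standard error 0.40). For Gnai2, saline replicate 1 was at 12.76 and 5-HT replicate 2 at 12.42. Of the 33 genes named in Figure 2, 28 were measured, all with log2 fold changes above 0, between 0.52 and 1.12, and 9 were past a fold change of 1.5 and an unadjusted p under 0.05; the other 5 genes were not analysed here. None of the 28 passed an adjusted p under 0.05 in limma. The count of 9 became 17 without saline replicate 1, 0 without saline replicate 2, 3 without saline replicate 3, 6 without 5-HT replicate 1, 27 without 5-HT replicate 2, 2 without 5-HT replicate 3 and 3 without 5-HT replicate 4. The 3 measured genes of the G-protein panel were higher than the other genes in camera (adjusted p = 0.0273; adjusted p = 0.997 with an estimated correlation), and 1 of them, Gnai2, passed when adjusted over the list alone. The study chose these genes on these samples, so this is not independent evidence. The call was lost without saline replicate 1 (adjusted p = 0.176), 5-HT replicate 1 (0.0577), 5-HT replicate 2 (0.0587) or 5-HT replicate 3 (0.0645), after quantile normalization (0.0639) or cyclic loess (0.0657), with array weights (0.391) and with normexp background correction, chosen after the data were seen (0.0775). In lists set without the study, 2 of 17 G-protein subunits and regulators (Gnai2 and Gnb2) and 1 of 17 MAP kinase pathway genes (Mapkapk3, log2 fold change 0.80, standard error 0.38) were past both unadjusted thresholds, 0 passed when adjusted over the list alone, and the adjusted p in camera was 0.662 and 0.787.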

The expression levels of differentially expressed genes involved in (i) cytoskeletal remodeling, (ii) G-protein signaling, (iii) vesicular transport, and (iv) apoptosis and survival are shown in Figure 2A–D. A significant number of genes were involved in cytoskeletal remodeling which facilitates platelet shape change and cytoskeletal reorganization. 

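Myl6, a myosin light chain, was 13.16 ± 0.07 (SD, n = 3) in saline MKs and 13.80 ± 0.31 (SD, n = 4) in 5-HT MKs, a log2 fold change of 0.65 (standard error 0.36, adjusted p = 0.562 from limma). Pfn1, which binds actin monomers, was 12.66 ± 0.20 (SD, n = 3) and 13.40 ± 0.40 (SD, n = 4), a log2 fold change of 0.75 (standard error 0.37). Eif4ebp1 (1.03, standard error 0.41) and Arpc4, a subunit of the actin-nucleating Arp2/3 complex (0.84, standard error 0.37), were the genes of Figure 2A past a fold change of 1.5 and an unadjusted p under 0.05. In Arpc4, Myl6, Pfn1, Cdc42 and Tuba4a, every 5-HT sample lay above every saline sample. The mean over the 8 genes of that panel was 11.01 in saline replicate 1 and 11.06 in 5-HT replicate 2, against 11.74 to 11.81 in the other 5-HT samples (exact permutation test of the group difference, p = 0.0571). None of the 8 passed an adjusted p under 0.05 in limma, over all genes or adjusted over the list alone. As a list they were higher than the other genes in camera (adjusted p = 0.00187; adjusted p = 0.997 with an estimated correlation), and the call was lost without saline replicate 1 (adjusted p = 0.247) and with array weights (adjusted p = 0.187); the study chose them on these samples, which is not independent evidence. Of 36 genes of the actin cytoskeleton listed without the study, 7 were past both unadjusted thresholds, among them Zyx, a protein of focal adhesions (1.02, standard error 0.43), Capg, Flna and Tmsb10. Arpc4, of Figure 2A, is another of these 7. The tubulin and microtubule list held 1 such gene of 27, Mapre1, which binds microtubule ends (0.98, standard error 0.43). Adjusted over the list alone, 0 genes of either list passed, and their adjusted p in camera was 0.329 and 0.718, with medians of 0.66 and 0.45.

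**Figure D3:**
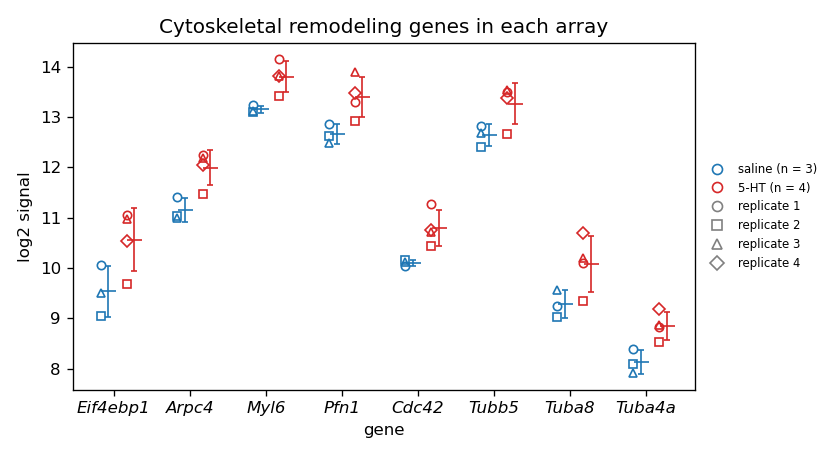
Log2 signal of the 8 genes of Figure 2A in each saline (n = 3) and 5-HT (n = 4) sample, one symbol per replicate, with the mean and SD as bars. 5-HT replicate 2 is the lowest 5-HT sample in each of these genes.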

The increased expression of *Myl6* and *Pfn1* induce formation of stress fibers and actin reorganization, which stimulates cell motility.

**Figure 2:**
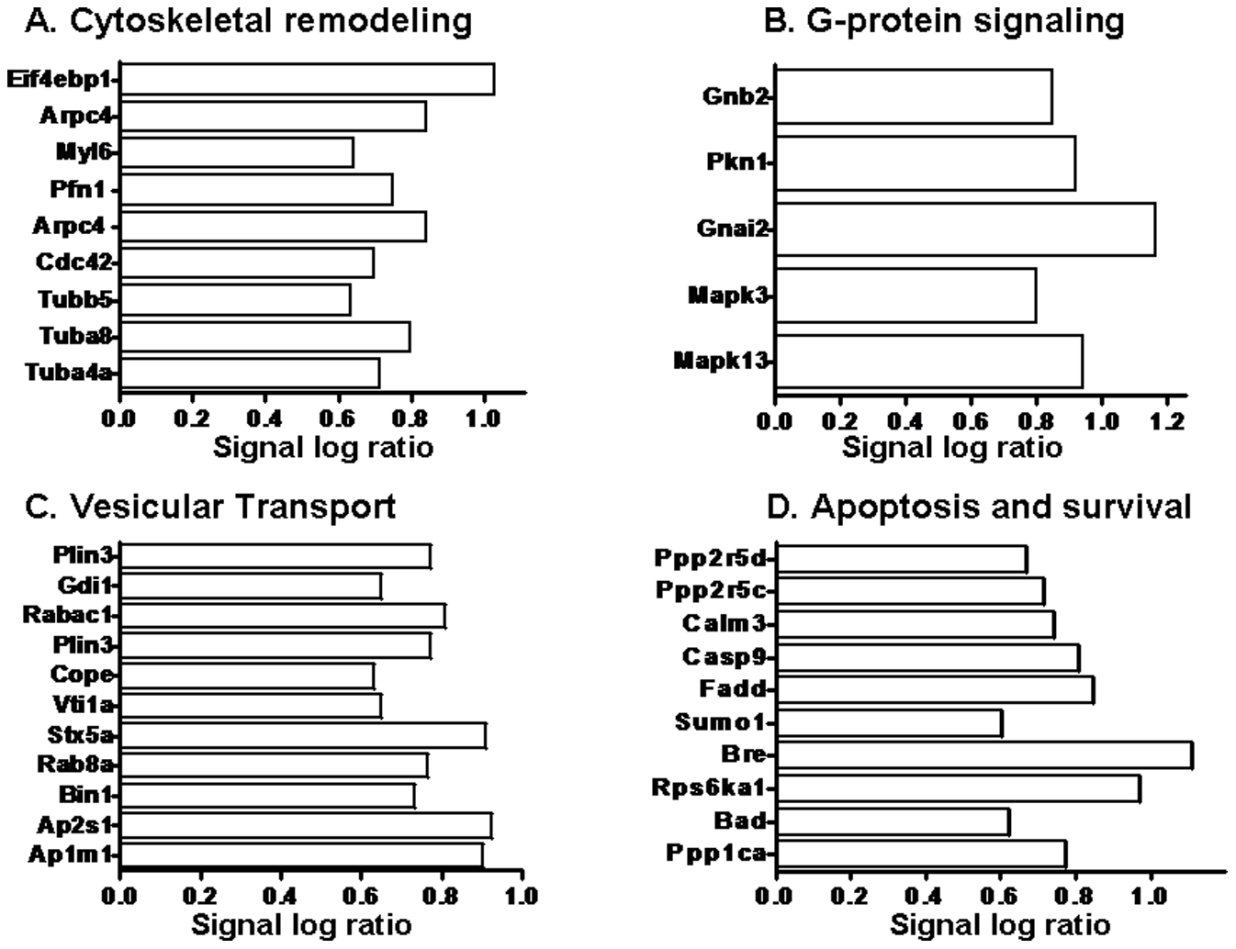
Functional classification of differentially expressed genes. Genes (FC>1.5, p<0.05) are broadly grouped into selected functional categories: (**A**) cytoskeletal remodeling, (**B**) G-protein signaling, (**C**) vesicular transport, and (**D**) apoptosis and survival. The abscissa refers to the signal log ratio (SLR), representing the log_2_ of the average change between transcript expression in saline- and 5-HT-infused megakaryocyte populations (SLR = 1 or log_2_ of 1  =  FC of 2).

Clathrin-mediated vesicular transport is also up-regulated upon 5-HT stimulation, with increases in transcripts of *Rab8a*, *GDI1, Ap1/Ap2, Vtil1a* and *Stx5a*, which belong to the broad SNARE family of proteins. 

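Stx5a, a SNARE of the Golgi, was 10.41 ± 0.19 (SD, n = 3) in saline MKs and 11.32 ± 0.56 (SD, n = 4) in 5-HT MKs, a log2 fold change of 0.91 (standard error 0.39, adjusted p = 0.562 from limma). Ap2s1, a subunit of the clathrin adaptor AP-2, had a log2 fold change of 0.82 (standard error 0.38), with 10.74 in saline replicate 1 and 10.52 in 5-HT replicate 2. The AP-1 subunit Ap1m1 (0.79, standard error 0.40), Rab8a (0.76, standard error 0.38) and Vti1a (0.65, standard error 0.36) had smaller fold changes. Of the 9 measured genes of Figure 2C, 3 were past a fold change of 1.5 and an unadjusted p under 0.05 (Rabac1, Stx5a and Ap2s1), and 0 passed an adjusted p under 0.05 in limma, over all genes or adjusted over the list alone. As a list, chosen by the study on these samples and so not independent evidence, they were higher than the other genes in camera (adjusted p = 0.00178; adjusted p = 0.997 with an estimated correlation), a call that was lost without saline replicate 1 (adjusted p = 0.176) and with array weights (adjusted p = 0.217). Their mean was 10.10 in saline replicate 1 and 10.08 in 5-HT replicate 2. In lists set without the study, 26 genes of clathrin coats and adaptors included 1 past both unadjusted thresholds (Ap2s1, also in Figure 2C), with Ap1g1 at 0.87 (standard error 0.42), and 22 genes of COPI and COPII coats included 0, with Arf3 at 0.80 (standard error 0.40). The value of Ap1g1 is that of the brightest of its 3 named probes, and another had -0.46. For both lists, 0 genes passed when adjusted over the list alone, the medians were 0.46 and 0.52, and the adjusted p in camera was 0.584 and 0.628.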

Meanwhile, apoptosis and anti-apoptosis genes are differentially expressed with 5-HT infusion, such as *Bad*, *Bre*, and *Casp9* genes which act in opposing direction, probably regulating a delicate balance between apoptosis and survival during MK maturation and platelet formation [32], [33].

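Babam2, the current symbol of Bre, an anti-apoptotic gene, was 8.34 ± 0.51 (SD, n = 3) in saline MKs and 9.46 ± 0.53 (SD, n = 4) in 5-HT MKs, a log2 fold change of 1.11 (standard error 0.40, adjusted p = 0.562 from limma). Casp9, the initiator caspase of the mitochondrial pathway, had a log2 fold change of 0.80 (standard error 0.39), and Bad, a pro-apoptotic Bcl-2 family member, 0.62 (standard error 0.37). All 3 were above 0, and their signals in saline replicate 1 (8.92, 8.96 and 8.87) exceeded those in 5-HT replicate 2 (8.67, 8.68 and 8.62). Of the 8 measured genes of Figure 2D, Babam2 and Fadd were past a fold change of 1.5 and an unadjusted p under 0.05, and in limma 0 passed an adjusted p under 0.05, over all genes or adjusted over the list alone. The list, chosen by the study on these samples and not independent evidence, was higher than the other genes in camera (adjusted p = 0.00178; adjusted p = 0.997 with an estimated correlation), and this call was lost without saline replicate 1 (adjusted p = 0.176) and with array weights (adjusted p = 0.0745). Among 13 anti-apoptotic genes listed without the study, 2 were past both unadjusted thresholds, Babam2 and Bag6 (0.94, standard error 0.44), while Bcl2l2 was at 0.03 and Mcl1 at 0.53. None of the 13 passed when adjusted over the list alone. Their median was 0.34, and -0.01 after quantile normalization, with an adjusted p of 0.885 in camera.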

### Confirmation of gene expression of specific genes

Specific genes involved in platelet biology were explored to understand the impact of elevated plasma 5-HT levels in the functional abilities of platelets. We analyzed the set of genes with FC>1.5 using MetaCore software. Table 2 lists the genes that are involved in G-protein coupled receptor (GPCR) (e.g., G-coupled 5-HT_2A_ receptor) and downstream signaling pathways that lead to activation of platelet integrins, which promote platelet communication and adhesion. 

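Itga2b, the integrin subunit that is also the CD41 antigen used to isolate the cells, was 10.06 ± 1.82 (SD, n = 3) in saline MKs and 11.21 ± 1.30 (SD, n = 4) in 5-HT MKs, a log2 fold change of 1.15 (standard error 0.64, adjusted p = 0.562 from limma). Its signal was 12.15 in saline replicate 1, against 9.17 and 8.86 in the other saline samples, and 9.36 in 5-HT replicate 2, against 11.27 to 12.29 in the other 5-HT samples. Plcb2, the phospholipase C that acts downstream of G-protein coupled receptors, was 8.95 ± 0.43 (SD, n = 3) and 9.73 ± 0.58 (SD, n = 4), a log2 fold change of 0.78 (standard error 0.40). Apbb1ip, an adaptor of talin-dependent integrin activation, had a log2 fold change of 0.61 (standard error 0.46) and Myl12b, the current symbol of Mylc2, 0.70 (standard error 0.41). The 9 genes of Table 2 had log2 fold changes from 0.29 to 1.15; 7 exceeded a fold change of 1.5, 0 of them with an unadjusted p under 0.05, and 0 of the 9 passed an adjusted p under 0.05 in limma, over all genes or adjusted over the list alone. In 7 of the 9, saline replicate 1 lay above 5-HT replicate 2. The list, which the study chose on these samples and which is not independent evidence, did not differ from the other genes in camera (adjusted p = 0.0612); it was higher without saline replicate 2 (adjusted p = 0.00818) or 5-HT replicate 4 (adjusted p = 0.0248), with no filter on dim genes (adjusted p = 0.00237), the mean of the probes (adjusted p = 0.0188) or the replicate block (adjusted p = 0.0299) and, chosen after the data were seen, when scaled to the median of the tested genes (adjusted p = 0.0403), and with an estimated correlation its adjusted p over all samples was 0.997. Without saline replicate 1, 5 of the 9 passed both a fold change of 1.5 and an unadjusted p under 0.05, and Itga2b also an adjusted p under 0.05. In that fit all 9 genes had the same standard error, 0.435, so these calls follow the fold change and take no account of the spread of each gene. Without 5-HT replicate 2, 7 of the 9 passed the unadjusted thresholds. Of 22 integrin-activation genes listed without the study, among them Fermt3, or kindlin-3 (0.89, standard error 0.51), 0 were past a fold change of 1.5 with an unadjusted p under 0.05 and 0 passed when adjusted over the list alone, with a median of 0.48 and an adjusted p of 0.775 in camera.

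**Figure D4:**
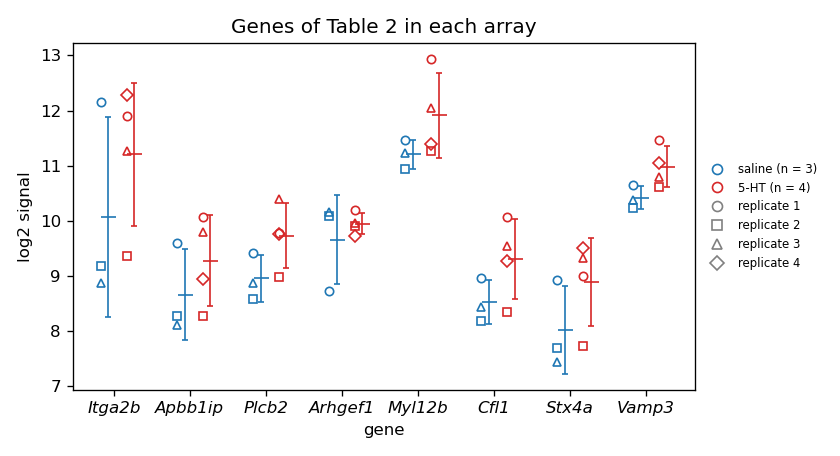
Log2 signal of 8 genes of Table 2 in each saline (n = 3) and 5-HT (n = 4) sample, one symbol per replicate, with the mean and SD as bars; Myl6 is plotted with the cytoskeletal genes. For Itga2b, saline replicate 1 (12.15) lies among the 5-HT samples and 5-HT replicate 2 (9.36) among the saline samples.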

The up-regulated expression of these genes is consistent with the phenotypic and functional changes demonstrated in platelets upon stimulation with 5-HT [15]–[18]. Among these are genes involved in RhoA signaling, in which the downstream effector Rho-associated coiled-coil containing protein kinase (ROCK) facilitates the phosphorylation of Cfl1 resulting in depolymerization of the actin cytoskeleton [34]. 

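Arhgef1, an exchange factor that activates RhoA, was 9.65 ± 0.81 (SD, n = 3) in saline MKs and 9.95 ± 0.19 (SD, n = 4) in 5-HT MKs, a log2 fold change of 0.29 (standard error 0.40, adjusted p = 0.664 from limma), and -0.16 after quantile normalization. The signal was 8.72 in saline replicate 1 and 10.09 and 10.15 in the other saline samples, and without saline replicate 1 the log2 fold change was -0.18. These values are those of the brightest Arhgef1 probe, with a mean of 9.82. Probes of the gene with means of 9.69 and 9.28 had log2 fold changes of 0.74 and 0.93, and a dim one, with a mean of 6.61, had -0.05. Cfl1, or cofilin, which severs actin filaments, was 8.52 ± 0.40 (SD, n = 3) and 9.30 ± 0.72 (SD, n = 4), a log2 fold change of 0.78 (standard error 0.41). Rhoa (6.59 and 6.58) and Rock1 (7.29 and 7.26), each measured by 1 named probe, had mean signals below those of the tested genes in both groups. Their expression could not be compared at this signal, and Rock2 was not analysed here. Rac2, a small GTPase of blood cells, had a log2 fold change of 1.11 (standard error 0.39) and Rhog 1.00 (standard error 0.42), with 11.25 in saline replicate 1 and 10.71 in 5-HT replicate 2 for Rhog. Of 25 measured genes of myosin and of the GTPases that regulate actin, 4 were past a fold change of 1.5 and an unadjusted p under 0.05 (Rac2, Rhog, Arhgdib and Arhgap9) and 21 were not. In limma, 0 passed an adjusted p under 0.05, over all genes or adjusted over the list alone. The list's median was 0.49, and its adjusted p in camera was 0.308.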

In parallel, ROCK also induces expression of *Mly6*, a myosin light chain that forms a complex with heavy myosin chains to facilitate stress fiber formation and induction of platelet shape change [35].

**Table 2:** Expression level of genes involved in GPCR-mediated platelet activation.

Official Gene Symbol	Gen Bank Accession No.	Gene Description	MicroarraySLR	
**Receptor**				
*Itga2b*	NM_010575.1	integrin, alpha 2b (platelet glycoprotein IIb of IIb/IIIa complex, antigen CD41)	1.15	
**Talin-dependent integrin activation**				
*Apbb1ip*	NM_019456	amyloid beta (A4) precursor protein-binding, family B, member 1 interacting protein	0.75	
**Enzyme**				
*Plcb2*	NM_177568.2	phospholipase C, beta 2	0.78	
**Rho Signaling**				
*Arhgef1*	NM_008488.1	Rho guanine nucleotide exchange factor (GEF) 1	0.93	
**Cytoskeletal remodeling**				
*Myl6*	NM_010860.2	myosin, light polypeptide 6, alkali, smooth muscle and non-muscle	0.65	
*Mylc2*	NM_023402.1	myosin light chain 2	0.79	
*Cfl1*	NM_007687.2	cofilin 1, non-muscle	0.78	
**Granule Secretion**				
*Stx4a*	NM_009294.2	syntaxin 4A	0.87	
*Vamp3*	NM_009498.3	vesicle-associated membrane protein 3	0.76	

Consistent with what is known in the literature, SNARE proteins, which facilitate exocytosis of platelet granules [36], [37], are also up-regulated as a function of elevation in serum 5-HT levels. Our data showed an elevation in the level of *Stx4a* and *Vamp3* transcripts. 

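Stx4a, a plasma membrane SNARE, was 8.02 ± 0.80 (SD, n = 3) in saline MKs and 8.89 ± 0.80 (SD, n = 4) in 5-HT MKs, a log2 fold change of 0.87 (standard error 0.45, adjusted p = 0.562 from limma). Vamp3, a vesicle SNARE, was 10.41 ± 0.21 (SD, n = 3) and 10.98 ± 0.37 (SD, n = 4), a log2 fold change of 0.57 (standard error 0.37), and 0.06 after quantile normalization. For Stx4a, saline replicate 1 was at 8.93 and 5-HT replicate 2 at 7.73. Snap25, at 6.62 and 6.58, and Rab4a, at 6.98 and 7.02, had mean signals below those of the tested genes. All 27 measured SNAREs and SNARE regulators had log2 fold changes above 0, a sign that depends on the scaling. Their median was 0.53, with 19 of the 27 above the median of all genes, 0.42, and it became 0.095 after quantile normalization. The list held 3 genes past a fold change of 1.5 and an unadjusted p under 0.05: Stx5a, Stxbp2 and Stx11, a syntaxin of hematopoietic cells (1.06, standard error 0.42). In limma, 0 passed an adjusted p under 0.05, over all genes or adjusted over the list alone, and the list did not differ from the other genes in camera (adjusted p = 0.0842).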

Stx4a binds to SNAP25, Rab4, and Vamp3 proteins, which are suggested to be involved in the turnover of platelet alpha- and dense-core granule exocytosis [15]–[18]. In correlating the elevated expression of MK genes in platelets, the dense granules secretion rates were compared between platelets of saline- and 5-HT-infused mice. We adopted and modified a previously described method for measuring 5-HT release using streptolysin-O permeabilized platelets [29]. It is well established that ATP is essential for the secretion of dense granules, whereby in the absence of ATP, Ca^2+^ could not induce 5-HT secretion [16], [29]. The Ca^2+^-induced secretion of dense granules was efficiently reconstituted by the addition of ATP in the secretion buffer. On incubation of permeabilized platelets, Ca^2+^-induced dense-granule secretion of 5-HT was significantly altered between the mice groups (Figure 3A). Upon platelet permeabilization, secretion of 5-HT was induced by 90% in 5-HT-infused mice compared to their control littermates. This coincides with the increased plasma membrane expression of the surrogate marker granulophysin (CD63), which is a marker of dense-granule exocytosis (Figure 3B).

**Figure 3:**
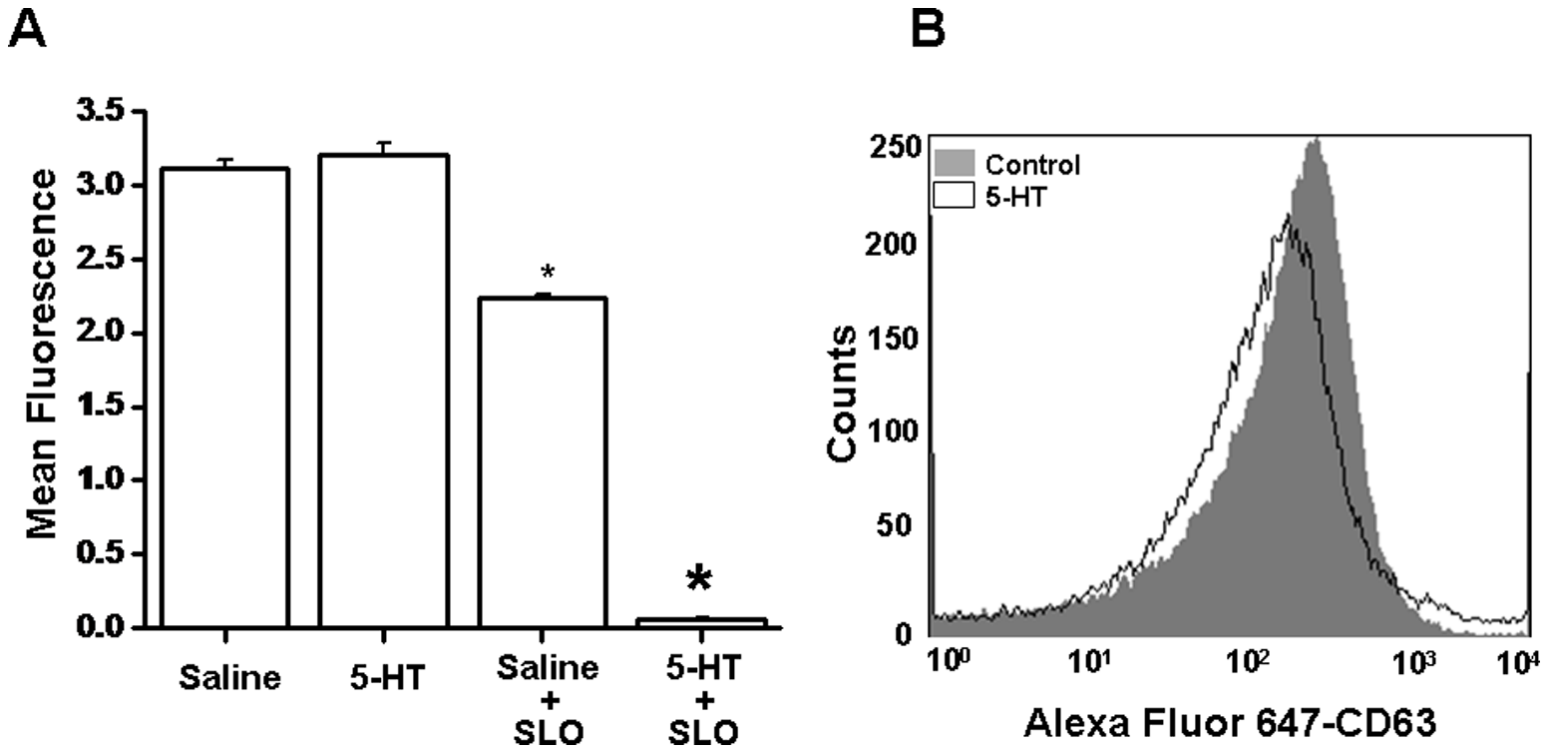
Dense-granule secretion assay. (**A**) Platelets isolated from mice after 24 hours of 5-HT infusion exhibit increased dense-granule exocytosis, as indicated by increased levels of secreted 5-HT. Dense granule secretion was monitored by measuring the level of fluorescent material which was created by OPT as described in the Materials and Method section. The measurements were done at excitation wavelength 355 nm and emission wavelength 475 nm. Data represent mean ± SD; Asterisk (*) indicates statistical significance compared to Saline+SLO by Student’s *t*-test, *p<0.05*. (**B**) Dense-granule secretion was monitored following plasma membrane staining for granulophysin (CD63), a surrogate marker of exocytosis. FACS analysis demonstrates increased mean fluorescence intensity following 5-HT infusion compared to saline-infused littermates.

The elevation in membrane trafficking also establishes the activation of inside-out signaling, brought about by an increase in free intracellular Ca^2+^ stores and diacylglycerol (DAG), which occur primarily through protein kinase C (PKC) [38]. In an alternative pathway, integrin activation of the complex alpha-IIb/beta-3 is accomplished via the CalDAG-GEF/RasGRP protein family (calcium-binding EF hands and DAG-binding C1 domains) and the small GTPase Rap1 [35], [38]–[40], sending outward signals for platelet aggregation and adhesion. Although in 5-HT-infused MKs, the expressions of *Selp* (P-selectin) and *Gp1b* (glycoprotein 1b) genes were not altered, their protein levels on platelet plasma membranes were found to be different than platelets obtained from saline-infused mice (Figure 4). These findings are in good agreement with the 5-HT-mediated elevation of the MK genes proposed to be involved in membrane trafficking in platelets, such as PKC-phosphorylation of P-selectin, which moves it to the platelet plasma membrane [41].

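Selp, which encodes P-selectin, was 9.22 ± 1.02 (SD, n = 3) in saline MKs and 9.03 ± 1.27 (SD, n = 4) in 5-HT MKs, a log2 fold change of -0.20 (standard error 0.54, adjusted p = 0.822 from limma), and without saline replicate 1 it was 0.38. Gp1bb, the beta subunit of glycoprotein Ib, was 9.69 ± 1.81 (SD, n = 3) and 10.80 ± 1.38 (SD, n = 4), a log2 fold change of 1.11 (standard error 0.65, adjusted p = 0.562), and passed an adjusted p under 0.05 without saline replicate 1. That fit gave the genes 1 common standard error, so the call takes no account of the spread of Gp1bb. Gp1bb was at 11.77 in saline replicate 1 and at 8.88 in 5-HT replicate 2; Gp1ba was not analysed here. The 32 measured genes of megakaryocytes and platelets had a median log2 fold change of 0.75, with Vwf, von Willebrand factor, at 1.11 (standard error 0.69). Their mean signal was 10.53 in saline replicate 1 and 8.48 in 5-HT replicate 2, against 8.53 and 8.50 in the other saline samples and 9.54 to 10.65 in the other 5-HT samples (exact permutation test of the group difference, p = 0.400). One of them, Nfe2, was past a fold change of 1.5 and an unadjusted p under 0.05, and 0 passed in limma when adjusted over all genes or adjusted over the list alone. Of 31 genes of alpha and dense granules, 3 were past both unadjusted thresholds, Tgfb1 (1.27, standard error 0.53), Bloc1s1 and Unc13d, and Cd63 was at 0.37 (standard error 0.36), or -0.12 after quantile normalization; 0 passed when adjusted over the list alone, and the median was 0.43. In camera the adjusted p was 0.628 for the megakaryocyte list and 0.775 for the granule list. The megakaryocyte list was higher than the other genes without saline replicate 1 (adjusted p = 1.86e-14), without 5-HT replicate 2 (adjusted p = 0.0411) or without 5-HT replicate 3 (adjusted p = 0.00248), with array weights (adjusted p = 1.43e-05) and, chosen after the data were seen, without saline replicate 1 and 5-HT replicate 2 together (adjusted p = 9.50e-05). These calls rest on the preset correlation; over all samples the correlation estimated within this list was 0.881, and with it the adjusted p was 0.997.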

**Figure 4:**
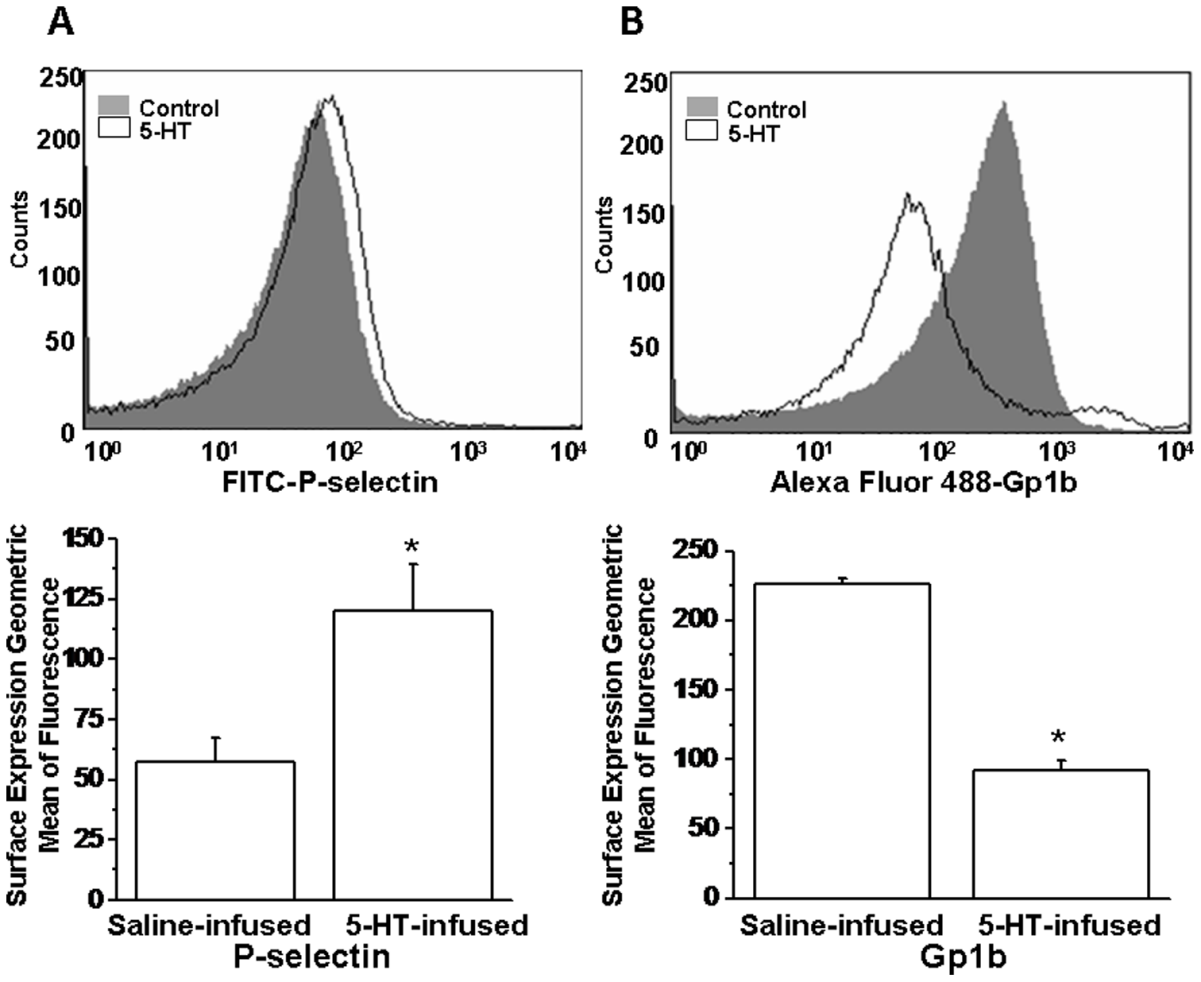
Cell-surface expression of surrogate markers of platelet activation. (**A**) FITC-labeled P-selectin (CD62P) and (**B**) Alexa Fluor 448-labeled Gp1b show increased and decreased mean fluorescence intensity (unshaded area), respectively, following *in vivo* 5-HT treatment in contrast to saline-infused littermates (gray shaded area); n = 5–6. Increased staining indicates active exocytosis of alpha-granules in platelet membranes whereas decreased expression of Gp1b is consistent with enhanced platelet-platelet binding in the presence of high 5-HT. The assay was performed in triplicate.

## Discussion

Numerous studies have characterized the roles of 5-HT at elevated plasma levels in different tissues. However, to the best of our knowledge the impact of this multifunctional compound on gene expression, more specifically in MK cells, has not been identified prior to this study. Here, MK-derived mRNA isolated from 5-HT-infused mice was analyzed using a microarray platform and compared with MK mRNA prepared from saline-infused mice. MKs, which are direct precursors of platelets, undergo a series of intricate processes and replication forming giant cells with a polyploid state (up to N = 128) [31]. Similar to platelets, MKs express the 5-HT_2A_ receptor subtype [32], which makes them susceptible to the effects of circulating plasma 5-HT. Bioinformatics tools were employed to determine the genes and pathways that were regulated in mice following 5-HT infusion. The up-regulated genes identified were broadly classified into categories which include cytoskeletal remodeling (*Myl6, Pfn1, Cec42, Tuba8*), G-protein signaling (*Gnai2, Map3k, Map13k*), membrane trafficking (Rab8a, Stx4a, *Vamp3*), and apoptosis and survival (Fad, Bad, Casp9). The activation of apoptosis in MKs is a hallmark of the terminal stages of MK development [31], in which the fragmentation of MK progenitor cells marks the formation of platelets and its subsequent release in the peripheral circulation. *In vitro* studies have shown that the activation of the apoptotic cell machinery terminates MK development and initiates the formation of millions of platelets [31]–[33]. Although there are different pathways activated that lead to apoptosis, in our model, it appears that the adaptor protein Fadd (Fas-associated death domain protein) is synthesized and the Fas-pathway is activated. 

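Fadd, the adaptor that links Fas to caspases, was 9.02 ± 0.40 (SD, n = 3) in saline MKs and 9.88 ± 0.54 (SD, n = 4) in 5-HT MKs, a log2 fold change of 0.85 (standard error 0.39, adjusted p = 0.562 from limma). Its signal was 9.47 in saline replicate 1 and 9.08 in 5-HT replicate 2. Fas itself was 7.33 ± 0.40 (SD, n = 3) and 7.66 ± 0.60 (SD, n = 4), a log2 fold change of 0.33 (standard error 0.40, adjusted p = 0.637). When the arrays were scaled to the median of the tested genes, a choice made after the data were seen, the log2 fold change of Fas was -0.11.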

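Bnip3, measured by 1 named probe, had a log2 signal of 6.56 ± 0.02 (SD, n = 3) in saline MKs and 6.61 ± 0.09 (SD, n = 4) in 5-HT MKs, below the signals of the tested genes. Its relative Bnip3l, a mitochondrial receptor of autophagy, was 10.05 ± 0.35 (SD, n = 3) and 10.96 ± 0.54 (SD, n = 4), a log2 fold change of 0.92 (standard error 0.39, adjusted p = 0.562 from limma), with 10.44 in saline replicate 1 and 10.41 in 5-HT replicate 2. Bax was not analysed here. Of 17 measured pro-apoptotic genes, all with log2 fold changes above 0 and 10 above the median of all genes, 0.42, Bnip3l and Fadd were past a fold change of 1.5 and an unadjusted p under 0.05, and 15 were not. In limma, 0 passed an adjusted p under 0.05, over all genes or adjusted over the list alone. The median of the list was 0.51, and 0.08 after quantile normalization, and its adjusted p in camera was 0.403.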

Following this activation, *Bcl* pro-apoptotic genes, including *Bad*, *Bax*, and *Bnip3,* are transcribed, which are involved in the regulation of the mitochondrial membrane permeability complex during apoptosis [31]–[33]. Downstream to this signaling cascade is the recruitment of cysteine-dependent aspartate-specific proteases, like caspase 9, which terminates in the proteolytic cleavage of proteins [33]. This process, described as both intricate and unusual compared to other hematopoietic cell lines, terminates the MK life cycle. Along with the activation of apoptosis, other critical steps in proplatelet formation are cytoskeletal remodeling and microtubule extension, allowing movement of cargo proteins, formation of new vesicles, and incorporation of newly synthesized proteins into new organelles.

Earlier, we showed that in 5-HT-infused mice compared to saline-infused littermates, the movement of cytosolic proteins to the plasma membrane is changed [17], [18] as evidenced by increased plasma membrane staining for granulophysin (CD63) and P-selectin (CD62), which are the surrogate markers of alpha- and dense-granules (Figures 3B and 4A). These markers indicate constitutive exocytosis of the procoagulant vesicles, probably until these platelets are recruited into a growing thrombus *in vivo* [18]. Therefore, verifying our study model using 5-HT-infused mice, changes in plasma 5-HT level was correlated with phenotypic changes observed in platelets as a function of 5-HT infusion (Figure 3). In contrast, Gp1b (CD42) which is a component of the Gp1b-V-IX complex, is the initial site for vWF factor that allows aggregatory responses in platelets. Upon activation, plasma membrane expression is decreased (Figure 4B), most likely as a result of the internal redistribution of the receptor.

Platelet dense-granules are specialized secretory organelles that store high concentrations of 5-HT, along with small procoagulant molecules such as ADP, ATP, and Ca^2+^ that can be mobilized during platelet activation. Small GTPases, like Rab4, undergo serotonylation [15]–[18], which renders them into a constitutively active GTP-bound form and facilitates the exocytosis of 5-HT-rich dense-granules. Following 5-HT stimulation, 5-HT stores are mobilized and secreted in permeabilized platelets, which in effect amplifies the external 5-HT signal by increasing the extracellular concentration of 5-HT. Previous studies identified certain proteins that modulate the trafficking and docking of secretory granules in using GTPases [15]–[18], [42] and SNARE proteins [36].

The binding of 5-HT to the 5-HT_2a_ receptor initiates a signal transduction that culminates in platelet shape change, promotion of granule secretion, and the activation of integrin GPIIb/IIIa [15]–[18]. The activation of the RhoA/ROCK pathway [34] allows cytoskeletal remodeling and formation of platelet extensions, affecting platelet shape change from discoid into a stellate conformation, via myosin II and actin [35]. However, in a receptor-independent pathway, 5-HT in the platelet cytosol is transamidated on small GTPases converting them to their active, GTP-bound form [15]–[18], [42], [43]. One of the downstream events is an association between Rab4-GTP is the movement of the granules to the plasma membrane, more specifically exocytosis of alpha-granules [15], [16], [42], [43]. These findings verified the impact of elevated plasma 5-HT level on platelets and confirmed the changes in expressions of MK genes due to the elevated 5-HT.

Additional studies are necessary to elucidate the signaling mechanisms by which the MK located 5-HT_2A_ receptor responds with elevations in plasma 5-HT and to delineate the role of changed gene expressions in platelets. In this regard, our novel findings serve to provide initial evidence that increased plasma 5-HT is linked to a dramatic global change in MK gene expressions potentially leading to altered interaction of platelets with other platelets or with the blood vessel wall.

How the deposited data were processed for this re-analysis (not part of the article)

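Gene expression was measured in cells isolated with the CD41 antibody, called MKs here, from the bone marrow of mice infused with saline or 5-HT for 24 h. Each sample pooled 3 to 4 mice and was hybridized to 1 Illumina mouse BeadChip. The deposited samples are 3 saline and 4 5-HT samples; 1 further saline sample was removed by the authors as an outlier. The authors exported the signals from GenomeStudio, transformed them to the log scale and shifted each array to the same median over all 45281 probes. The deposited log2 values were used as they are. Whether the background was subtracted is not stated in the methods. The signals before normalization and their detection p-values were not used, because the 14 value columns of that table carry names that match no sample.

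Probes were named with the gene symbols supplied with the array's probe list. Of 45281 probes, 34885 had 1 symbol, 18 had several and 10378 had none listed; the last 2 kinds were left out. The gene identifiers of 34807 named probes matched the reference table of mouse genes (GRCm38.p6), which changed 0 symbols. Each of the 19057 genes was represented by the probe with the highest mean signal over all arrays. The planned filter on detection p-values could not be applied, and the mean-expression limit listed as its alternative took its place: the 5404 genes with the highest mean signal, the number of genes that the paper calls expressed, were kept. The last gene kept had a mean log2 signal of 7.51. The count of genes detected in both groups, which needs detection p-values, was not computed.

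The groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with the group as the only term (5 residual and 18.7 prior degrees of freedom) and Benjamini-Hochberg adjustment over the genes kept. Genes are called different only at an adjusted p under 0.05. Counts at the thresholds in the paper's methods (fold change above 1.5, unadjusted p under 0.05) and in its Figure 1 (fold change above 2, p under 0.001) are given beside it. Fold changes are on the log2 scale, 5-HT minus saline, and their standard errors are the moderated ones of limma. These depend on the genes kept: without the limit on mean signal, the standard error changed from 0.36 to 0.13 for Rabac1 and from 0.64 to 1.04 for Itga2b. Of 50 gene lists, 48 had at least 3 tested genes and were compared with the other tested genes by camera with a preset correlation of 0.01, adjusted over the 48 lists. List members were matched to genes by exact symbol; matching by synonym, tried first, paired Gpi, Eno1 and Amd1 with other genes and was removed after the values had been seen. No camera call held with an estimated correlation (all adjusted p = 0.997), and with fry, which tests whether the genes of a list move one way, the smallest adjusted p was 0.428. The estimated correlations were 0.237 to 0.926, and at such values camera can detect little, so the missing calls decide nothing. The value of 0.997 is the largest unadjusted p of these camera tests, which the adjustment gave to every list. Their smallest unadjusted p was 0.0596, for the eosinophil list. Of the lists, 6 hold genes that the study names and 44 were set without it. The 44 lists still hold some of the study's genes. Among those past both unadjusted thresholds, these are Arpc4, Gnai2, Gnb2, Rabac1, Stx5a, Ap2s1, Fadd, Babam2 and Eif4ebp1. Means of arrays or lists were compared by two-sided exact permutation tests over the 35 splits of 3 against 4 samples. Arrays were clustered by average linkage.

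The lists, the tests and the processing alternatives were fixed before the data were examined. The named genes follow a rule fixed at the same time: every gene in the paper's text, Table 2 or Figure 2, whose values in the paper had been seen; the 10 genes with the largest fold change in each direction among those past an adjusted p under 0.05 with no overlap between groups; and in each list up to 4 members past an adjusted p under 0.05, or, where none passes, the 2 members with the largest fold change. As 0 genes passed, the second part named none. Genes named outside the rule were chosen after their values were seen.

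Alternatives tried were quantile and cyclic loess normalization, no filter on dim genes, the mean of a gene's probes, eBayes with trend and robust, array weights, a replicate block, leaving out each array in turn, and adjusted p-values in place of unadjusted ones. The array weights were estimated from the same values under the group labels. The replicate block takes 5-HT replicate 4, which has no saline sample of its number, out of the comparison. Alternatives chosen after the data were seen were scaling to the median of the tested genes, normexp background correction with an offset of 16, each named probe on its own, and leaving out saline replicate 1 and 5-HT replicate 2 together. The procedure was tested on simulated data with the same numbers of arrays and 200 changed genes, in 10 runs. At an adjusted p under 0.05 it found 5.6% of genes changed by 2 fold, 71.6% of those changed by 4 fold and 94.2% of those changed by 8 fold. At a fold change above 1.5 and an unadjusted p under 0.05, it called 5.11% of the unchanged genes. The simulated genes varied independently of each other. The real arrays differed in level, with medians of the tested genes from 8.16 to 9.44, so these shares need not hold for the real data. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.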

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

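The outlying samples were found by a rule set beforehand, and all tests of explanations in this part were chosen after the results had been seen. Within the 5-HT group, 5-HT replicate 2 lay far below the other samples in Ap2s1 (10.52), Bad (8.62), Zyx (12.72), Mapre1 (10.44), Ndufa8 (10.98) and Ube2l3 (10.39), and in the mean of the genes of Figure 2A (11.06) and Figure 2D (9.85). 5-HT replicate 1 lay far above the others in Prss34, a basophil protease (12.00), and in the mean of the mast cell and basophil list (10.99). These are 10 of 166 groups of samples examined, and chance alone gives about 1 in 20.

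Across all tested genes, saline replicate 1 lay nearer to the 5-HT samples and 5-HT replicate 2 nearer to the saline samples. Array brightness alone is argued against, because clustering gave the same first split after quantile normalization, which gives all arrays the same distribution of signals. The split does follow brightness: the medians of the tested genes were 8.16, 8.33 and 8.28 in saline replicates 2 and 3 and 5-HT replicate 2, against 8.97 to 9.44 in the others. Effects that go with brightness but differ between genes were not tested. Pearson's r, which a shift or rescaling of a whole array does not change, is no test of brightness. After quantile normalization, r of saline replicate 1 was 0.884 and 0.891 with the other saline samples and 0.948, 0.921 and 0.946 with 5-HT replicates 1, 3 and 4. For 5-HT replicate 2, r was 0.974 and 0.973 with saline replicates 2 and 3, and 0.925 to 0.951 with the other 5-HT samples. With these 2 arrays exchanged, 728 genes passed an adjusted p under 0.05 in limma (337 higher and 391 lower), and as labelled 0 did. Clustering of the same values gives that split, so its count is no separate evidence. A different share of megakaryocytes alone is argued against, because the lists of other cells moved apart: after quantile normalization, the median difference of saline replicate 1 from the other saline samples and of 5-HT replicate 2 from the other 5-HT samples was 1.56 and -1.11 for the megakaryocyte and platelet list, 1.82 and -0.61 for monocytes and macrophages, 1.18 and -1.19 for stroma and 0.51 and -0.85 for erythroid cells, but -1.10 and 0.47 for the B lineage. Lists that mark no cell type moved too, oxidative phosphorylation by -0.60 and 0.38 and, in saline replicate 1, immediate early genes by 1.83 (0.24 in 5-HT replicate 2, with members on both sides of 0), while the neutrophil list did not (-0.02 and 0.01). Exchanged labels of the 2 samples cannot be told apart from another mix of cells in these pools, which gives the same split. With the arrays exchanged, 3595 genes passed an adjusted p under 0.05 in limma, against 968 in the next of the 35 splits. The paper describes the CD41 antibody as specific for megakaryocytes, but granulocyte transcripts were abundant in every sample, with Mpo at 14.46 to 15.07. A different response of these pools of mice to the infusion was not tested.

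Eosinophil granule genes, which the paper does not discuss, had a list mean 1.49 higher in the 5-HT samples on the log2 scale. Of 9 list genes on the array, the 4 bright enough to be tested, Prg2, Prg3, Ear3 and Ear10, were past a fold change of 1.5 and an unadjusted p under 0.05 and passed when adjusted over the list alone, though 0 passed over all genes in limma; in camera the list was higher than the other genes (adjusted p = 1.65e-04; adjusted p = 0.997 with an estimated correlation), a call lost with no filter on dim genes (0.103) and without saline replicate 1 and 5-HT replicate 2 together (0.326). RNA of eosinophil-lineage cells in some pools is a candidate explanation. 5-HT replicates 1 and 4 had means of the tested genes of 11.45 and 10.38, against 8.91 and 9.06 in the other 5-HT samples and 8.07 to 8.98 in saline samples. They were the highest samples in 6 of the 9 genes, but they were picked from that mean, so the 4 tested genes restate it. Among the genes not tested, Epx matched, at 9.64 and 8.09 against 6.64 to 7.07 in the other samples. Alox15 also matched but was near the median of all probes, at 6.53 to 6.96. Ccr3, Siglecf and Il5ra, also near that median, did not match. The paper describes the CD41 antibody as specific for megakaryocytes, but granulocyte transcripts were abundant in every sample. The limit on mean signal favors genes that are high in some samples, and Prg3, at 6.94 to 7.05 in the saline samples, passed it through the 5-HT samples, so that the share of tested genes past the thresholds is in part set by it. A response to 5-HT in every pool cannot be told apart from RNA of eosinophil-lineage cells with this number of samples (exact permutation test of the list mean, p = 0.143).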

How the results depend on the processing

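Scaling to the median of the tested genes, normexp background correction, each named probe on its own and leaving out 2 arrays together were chosen after the data were seen; the cause was not tested for any change in this part. Genes past a fold change of 1.5 and an unadjusted p under 0.05 numbered 311 (310 higher, 1 lower), past an adjusted p under 0.05 0, and past a fold change of 2 and p under 0.001 2, and 11 lists were called. Quantile normalization turned the excess to lower genes (152, 52 of them higher; 3 at a fold change of 2, 1 of them higher), as did cyclic loess (151, 35 of them higher; 1, lower) and the median of the tested genes (175, 53 of them higher). With no filter on dim genes, 0 genes were past a fold change of 2 and 27 lists were called, all higher. With trend and robust, 3 genes passed an adjusted p and 14 a fold change of 2. Array weights gave 3336, 3260 and 1102 genes and 5 lists. The weights were 0.331, 2.65 and 1.55 for the saline and 0.520, 0.309, 1.43 and 3.21 for the 5-HT samples. They come from the same values under the group labels and were lowest for saline replicate 1 and 5-HT replicate 2. Such weights enlarge the counts much as leaving out these 2 arrays does, so they are no separate evidence. The replicate block gave 1240, 45 and 89 genes. 5-HT replicate 4 has no saline sample of its number, so the block takes it out of the comparison. The log2 fold changes equal those without 5-HT replicate 4, such as 0.78 for Itga2b in both fits. The replicate numbers do not pair the samples, as signals of equal number, after subtraction of the group means, correlated with r = 0.145, 0.684 and -0.247. That block thus removes no known source of variation. Normexp gave 0 genes past a fold change of 2, each named probe on its own 591 probes past a fold change of 1.5, and adjusted p-values in place of unadjusted ones 0 at either fold change. Without both saline replicate 1 and 5-HT replicate 2, which were picked from the values so that the counts are enlarged by the choice, there were 3519, 3056 and 685 genes and 4 lists. Leaving out 1 array gave 54 to 1687 genes (lowest without saline replicate 2, highest without 5-HT replicate 2), 0 to 77 at an adjusted p (77 without saline replicate 1), 0 to 91 at a fold change of 2 (91 without saline replicate 1, 0 without 5-HT replicate 1) and 4 to 12 lists (4 without saline replicate 1). With an estimated correlation in camera, and with fry, 0 lists were called. Of the 43 tested genes the paper names, log2 fold changes changed sign under quantile normalization for Arhgef1 (-0.16), Cd63 (-0.12) and Rap1b (-0.0906); under cyclic loess for Arhgef1 (-0.21), Cope (-0.00965), Cd63 (-0.16) and Rap1b (-0.18); under array weights for Arhgef1 (-0.17) and Selp (0.42); under the median of the tested genes for Arhgef1 (-0.14), Cd63 (-0.07), Rap1b (-0.0917) and Fas (-0.11); and without both arrays for Arhgef1 (-0.16) and Selp (0.77). Leaving out 1 array, Arhgef1 ranged from -0.18 to 0.54 and Selp from -0.68 to 0.38. These values of Arhgef1 are those of its brightest probe. An adjusted p under 0.05 was reached by 37 of the 43 under array weights, 38 without both arrays, 2 without saline replicate 1 (Itga2b and Gp1bb) and 1 (Gnai2) with the replicate block. The calls of Itga2b and Gp1bb come from a fit with 1 common standard error for the genes and rest on the fold change alone. In no clustering were the groups parted in full. No normalization, background correction from detection p-values, filters on detection p-values and a slide block were not run, because the table they need could not be tied to the samples.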

Differences from the paper's values

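The alternatives of each named probe on its own and of leaving out 2 arrays together were chosen after the data were seen. The paper's count of differentially expressed genes (fold change above 1.5, p under 0.05) is 723 and the count here was 311; none of the alternatives set before the data were examined came within 1.5 times the paper's count (0 to 3336). The paper's counts of 706 induced and 17 repressed genes stand against 310 and 1. None of the alternatives set beforehand came within 1.5 times the first, and for the second the replicate block (15) and the fit without saline replicate 1 (24) did, while the others did not. With each named probe counted on its own and no filter on dim probes, chosen after the values were seen, 591 probes passed, 585 higher and 6 lower, and the first 2 of these counts lie within 1.5 times the paper's; of the paper's own genes, it drops 7 of the 9 in Table 2 and 2 of the 28 measured ones in Figure 2. At a fold change above 2 and p under 0.001, the paper's counts are 233 genes, 227 up-regulated and 6 down-regulated, and those here were 2, 2 and 0; no alternative set beforehand was within 1.5 times any of them (totals from 0 to 1102).

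For Arhgef1, the paper's log2 ratio in Table 2 is 0.93 and the value here was 0.29. The mean of the gene's probes (0.65), the fit without saline replicate 2 (0.51) and the fit without saline replicate 3 (0.54) had values whose difference from the paper's was within the error, and the other alternatives set beforehand did not. Single probes of the gene other than the brightest gave 0.93 and 0.74. For 34 of 36 genes of Table 2 and Figure 2, some probe lay within 0.02 of the paper's value, and for 25 it was the brightest.

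The paper lists the genes of Figure 2 as past a fold change of 1.5 and p under 0.05. Here 28 of 28 measured genes had log2 fold changes above 0, and 9 passed both thresholds. With no filter on dim probes 23 passed, with trend and robust 13, with the mean of the probes 12, with array weights 27, with the replicate block 25, without saline replicate 1 17, without 5-HT replicate 2 27 and, chosen after the values were seen, with each probe on its own 26. Fewer passed after quantile normalization (2) or cyclic loess (1), without saline replicate 2 (0), saline replicate 3 (3), 5-HT replicate 1 (6), 5-HT replicate 3 (2) or 5-HT replicate 4 (3) and, chosen after the values were seen, when scaled to the median of the tested genes (3) or with normexp (6); Tuba4a was among those with normexp, and Tuba4a and Pfn1 among those without 5-HT replicate 1, though not among the 9. Table 2 is drawn from genes past a fold change of 1.5, which 7 of 9 passed here; 0 of the 9 had p under 0.05, and the thresholds were passed by all but Arhgef1 with array weights (8), by all but Arhgef1 and Vamp3 with the replicate block (7) and without 5-HT replicate 2 (7), by Itga2b, Apbb1ip, Plcb2, Cfl1 and Stx4a without saline replicate 1 (5), by Myl6 and Stx4a with trend and robust, by Myl6 with no filter and by Myl6 and Vamp3 with each probe on its own. Without saline replicate 1 and 5-HT replicate 2 together, an alternative chosen after seeing the values, 28 genes of Figure 2 and 8 of Table 2 passed; it drops 1 of the paper's genes, Arhgef1.

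The paper shows the saline and 5-HT samples apart in its clustering of the genes of Figure 1. Here 5 of 7 samples were on their group's side in clustering over all tested genes, with saline replicate 1 among the 5-HT samples and 5-HT replicate 2 among the saline samples; over the 2 genes past those thresholds, 5 of 7 were again on their side, with 5-HT replicates 2 and 3 among the saline samples. The paper states that Bnip3 is transcribed after activation of the Fas pathway. The signal of the 1 named Bnip3 probe was 6.57, 6.54 and 6.56 in the saline samples and 6.50 to 6.69 in the 5-HT samples. At this signal, near the median of all probes, that probe cannot show whether Bnip3 is transcribed. The paper places its repressed genes mainly in alanine, cysteine and methionine metabolism. Of the 12 tested genes of that metabolism, 12 had log2 fold changes above 0, a sign that depends on the scaling: 6 of the 12 lay above the median of all genes, 0.42, and the list's median of 0.35 became 0.02 after quantile normalization.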

Other observations

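The genes of other blood cells, of stress responses and of protein turnover in this part come from lists of the planned analysis, and the tests of explanations in its last paragraphs and the levels of single markers were chosen after the results had been seen. Transcripts of granulocytes were abundant in every sample: log2 signals were 14.46 to 15.07 for Mpo, 15.02 to 15.34 for S100a8 and 14.72 to 15.30 for Ltf. Of 24 neutrophil genes, 7 were past a fold change of 1.5 and an unadjusted p under 0.05, among them Mmp9 (log2 fold change 1.35), Stfa2 (1.21) and Cd177 (1.17); 0 passed in limma over all genes or adjusted over the list alone. The neutrophil list did not differ from the other genes in camera (adjusted p = 0.569) but was higher without saline replicate 2 (adjusted p = 0.00394) and without 5-HT replicate 4 (adjusted p = 0.00947) and with the replicate block (adjusted p = 0.0183), at the preset correlation. Erythroid genes, led by Hbb-bt (-0.54), were lower than the other genes in camera (6 genes, median -0.19, adjusted p = 4.48e-04, or 0.997 with an estimated correlation). Monocyte and macrophage genes were lower as a list too (17 genes, median 0.22, adjusted p = 0.0144, or 0.997 with an estimated correlation). Of these 17, 4 lay above the median of all genes, 0.42, among them Mpeg1 at 0.67. Hbb-bt was at 13.58 in saline replicate 1 and 11.35 in 5-HT replicate 2, and Csf1r at 10.60 and 7.38. Without saline replicate 1 the adjusted p was 0.132 for the erythroid and 0.0972, with higher values, for the monocyte list. The erythroid call was also lost with no filter on dim genes (0.258) and with array weights (0.194), and the monocyte call without 5-HT replicate 2 (0.111), without 5-HT replicate 4 (0.0649), after quantile normalization (0.145) or cyclic loess (0.0892), with no filter (0.868), array weights (0.807) or the replicate block (0.0541), and when scaled to the median of the tested genes (0.236). B-lineage genes (9 genes, median 0.47, adjusted p = 0.820; 0.00161, higher, without 5-HT replicate 1; 0.0284, lower, without both saline replicate 1 and 5-HT replicate 2), T and NK cell genes (3, 0.63, 0.962), mast cell and basophil genes (4, 0.64, 0.703; 0.0173, higher, without 5-HT replicate 4; 0.0183, higher, with the replicate block), stem and progenitor genes (8, 0.34, 0.584), dendritic cell genes (11, 0.49, 0.775) and stromal genes (3, 0.79, 0.775) were not called. Of the listed cell types, 0 genes outside the eosinophil list passed when adjusted over the list alone.

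Genes of the unfolded protein and heat shock responses had a median log2 fold change of 0.08 over 20 genes and were lower than the other genes in camera (adjusted p = 0.00555; adjusted p = 0.997 with an estimated correlation), with Hsp90aa1 at -0.78 and Chac1 at 0.79. The 14 immediate early genes, with Fosb at -0.60 and Zfp36 at 0.62, had a median of 0.06 (adjusted p = 5.96e-04; adjusted p = 0.997 with an estimated correlation). Their mean signal was 10.51 in saline replicate 1, against 8.54 and 8.61 in the other saline samples and 8.39 to 10.03 in the 5-HT samples, and Fos was at 12.49 in saline replicate 1 and 8.15 in 5-HT replicate 4. The stress list was not called without saline replicate 1 (adjusted p = 0.366) or 5-HT replicate 2 (0.0668), with no filter (0.825) or with array weights (0.764). The immediate early list was not called without saline replicate 1 (0.552, with higher values) or 5-HT replicate 4 (0.893), after quantile normalization (0.0804) or cyclic loess (0.109), with no filter (0.138) or the replicate block (0.735), or when scaled to the median of the tested genes (0.134). Interferon-response genes (18 genes, median 0.49, adjusted p = 0.628), lysosomal genes (32, 0.48, 0.628), ubiquitin and autophagy genes (24, 0.47, 0.662), proteasome genes (34, 0.38, 0.778; lower after quantile normalization, with a median of -0.08 and an adjusted p of 0.0242, or cyclic loess, 0.0176, and higher with no filter on dim genes, 0.00355), translation factors (45, 0.39, 0.983), cell cycle genes (40, 0.36, 0.778), heme synthesis genes (10, 0.47, 0.703), cholesterol synthesis genes (10, 0.50, 0.584) and the 7 tested genes of the paper's text outside its tables and figures (0.37, 0.983) were not called. Single genes of these lists past a fold change of 1.5 and an unadjusted p under 0.05 were Glb1 (0.90), Ube2l3 (0.98), Ccnd3 (1.00) and Srebf2 (0.95), and of the translation and proteasome lists the regulator Eif4ebp1 (1.03), the initiation factor subunits Eif3f and Eif3k, and Eef1akmt1 (0.98) and Psme3ip1 (0.87), which are not subunits of an elongation factor or of the proteasome. None of these lists had a gene past an adjusted p under 0.05 in limma, over all genes or adjusted over the list alone.

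Nearly all genes past a fold change of 1.5 and an unadjusted p under 0.05 were higher after 5-HT. The scaling to the median of all probes is a candidate explanation, since after quantile normalization 34.2% of such genes were higher. A general rise of expressed genes with 5-HT cannot be told apart from differences in brightness between single arrays, as the array medians of the tested genes gave an exact permutation p of 0.286. Quantile normalization would itself remove such a rise.

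Other splits of the samples gave results as large as the real one, so that chance cannot be excluded for the counts. A count of 311 genes at a fold change of 1.5 or more was reached in 8 of 35 splits (highest other 3595), the 2 genes at a fold change of 2 in 18 (highest other 1261), and the 11 called lists in 16 (highest other 17). For the count of 0 at an adjusted p the comparison decides nothing, since all 35 splits reach it (highest other 3595). The split that gave 3595 genes, several times the real count, exchanges saline replicate 1 and 5-HT replicate 2, which points to a structure of the samples other than the labelled groups; clustering of the same values gives that split, so its count is no separate evidence.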
